# DNA methylation may affect beef tenderness through signal transduction in *Bos indicus*

**DOI:** 10.1186/s13072-022-00449-4

**Published:** 2022-05-13

**Authors:** Marcela Maria de Souza, Simone Cristina Méo Niciura, Marina Ibelli Pereira Rocha, Zhangyuan Pan, Huaijun Zhou, Jennifer Jessica Bruscadin, Wellison Jarles da Silva Diniz, Juliana Afonso, Priscila Silva Neubern de Oliveira, Gerson B. Mourão, Adhemar Zerlotini, Luiz Lehmann Coutinho, James E. Koltes, Luciana Correia de Almeida Regitano

**Keywords:** Nelore, RRBS, Cattle, *GNAS*, *EBF3*, Shear force, Epigenome, Muscle, Methylation

## Abstract

**Background:**

Beef tenderness is a complex trait of economic importance for the beef industry. Understanding the epigenetic mechanisms underlying this trait may help improve the accuracy of breeding programs. However, little is known about epigenetic effects on *Bos taurus* muscle and their implications in tenderness, and no studies have been conducted in *Bos indicus*.

**Results:**

Comparing methylation profile of *Bos indicus* skeletal muscle with contrasting beef tenderness at 14 days after slaughter, we identified differentially methylated cytosines and regions associated with this trait. Interestingly, muscle that became tender beef had higher levels of hypermethylation compared to the tough group. Enrichment analysis of predicted target genes suggested that differences in methylation between tender and tough beef may affect signal transduction pathways, among which G protein signaling was a key pathway. In addition, different methylation levels were found associated with expression levels of *GNAS, PDE4B*, *EPCAM* and *EBF3* genes. The differentially methylated elements correlated with *EBF3* and *GNAS* genes overlapped CpG islands and regulatory elements. *GNAS*, a complex imprinted gene, has a key role on G protein signaling pathways. Moreover, both G protein signaling pathway and the *EBF3* gene regulate muscle homeostasis, relaxation, and muscle cell-specificity.

**Conclusions:**

We present differentially methylated loci that may be of interest to decipher the epigenetic mechanisms affecting tenderness. Supported by the previous knowledge about regulatory elements and gene function, the methylation data suggests *EBF3* and *GNAS* as potential candidate genes and G protein signaling as potential candidate pathway associated with beef tenderness via methylation.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13072-022-00449-4.

## Background

Tenderness is one of the most appreciated beef quality traits by consumers [1], which makes this a desired trait by producers. Knowledge of the biological processes controlling this trait is crucial to improve beef quality through better management decisions and animal breeding. Beef tenderness is a complex trait with intra and inter-breed variability [2]. It is well known that most *Bos taurus* breeds present a more tender beef product when compared to beef sourced from *Bos indicus* [3]. Thus, the mechanisms impacting tenderness that differ between these different subspecies merit investigation. As Nelore is the predominant *Bos indicus* breed in Brazil, and Brazil is one of the biggest exporters of bovine beef in the world [4], knowledge of specific mechanisms affecting tenderness in *Bos indicus* may have great impact in the international beef market.

Omics studies exploring the biological mechanisms underlying tenderness in beef cattle have been developed for both *Bos taurus* [5] and *Bos indicus* [6–11]. However, the knowledge regarding the role of epigenetics on tenderness is still limited, mainly for *Bos indicus*.

Epigenetics refers to modifications that occur in gene expression without altering the DNA sequence, i.e., modifications that alter the phenotype without modifying the genotype [12, 13]. Methylation is one of the most common and more studied epigenetic marks in mammals and consists of the addition of a methyl group in a DNA cytosine [12, 14–16]. In general, there is an inverse correlation between DNA methylation (DNAm) and gene expression level [17]. Higher levels of methylation in the promoter region are related to gene silencing [14], whereas promoters of active genes show lower intensity of methylation [15]. The effect of CpGs methylation on gene expression is modulated by complex mechanisms and depends on its genomic location, being context-dependent [18]. Studying human cells, Varley and colleagues [18] found that methylation of CpGs close to transcription start site (TSS) generally has repressing effect on gene expression; however, methylated CpGs in gene body and far from TSS may have either positive or negative correlation with expression, depending on its genome context. For instance, if the gene body methylated CpG is in CpG islands (CpGi), either positive or negative correlation was found, while those not located in CpGi were positively correlated with gene expression.

Few studies in bovine muscle have investigated the methylation profile, as reviewed by Wang and Ibeagha-Awemu [19], and there is only one relating it to beef tenderness [20]. Among these few studies, Huang et al. [21] compared the methylation profile and its relationship with mRNA and miRNA expression levels in fetuses and adult muscle of Chinese Qinchuan cattle. Lately, the methylome of muscle was studied in Angus [20] and in a crossed *taurus vs. indicus* Brangus-Angus population [22]. The unique study analyzing muscle methylation and tenderness was recently published by Zhao et al. [20] that identified several differentially methylated regions between animals with higher and lower tenderness in the *Bos taurus* population. To our knowledge, there are no studies available investigating the relationship between methylation and tenderness in *Bos indicus* animals. Therefore, since *Bos taurus* and *Bos indicus* may present difference in their phenotype and transcriptomes, we also expect differences in methylation between them, thus turning methylation studies in *Bos indicus* a need for the comprehension of molecular basis guiding tenderness. The objective of this study was to investigate the association of DNA methylation profile in Nelore (*Bos indicus*) skeletal muscle by comparing contrasting animals for tenderness. In addition, to find methylation sites that are candidates to affect the trait, we overlaid our results with previous QTL studies in the same population. Furthermore, we screened whether these regions are in known regulatory elements using the recently published database from the FAANG pilot project [23] and verified the relationship between methylation and gene expression in muscle.

## Results

### Animals and phenotypic data

In the present work we used two groups of animals subsampled from a 200 population to represent the extremes of the shear force (SF) distribution, a measure of beef tenderness. The group of animals showing the lowest tenderness (Tough group, *n* = 6), had higher estimated breeding value for shear force (EBVSF), with average ± standard error of 0.64 ± 0.058. The group of animals presenting higher beef tenderness had lower EBVSF values (Tender group, *n* = 6), with average ± standard error of − 0.82 ± 0.099. Groups' sample composition, phenotypes and EBVSF values are presented in Additional File 2: Table S1. The averages of SF measurements and EBVSFs were different between the two groups with a *t*-Student *p* = 1.227e−06 and *p* = 1.483e−07, respectively (Additional file 1: Fig. S1).

### Reduced representation bisulfite sequencing (RRBS) and Nelore muscle methylation profile

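RRBS reads the methylation state of cytosines close to the cutting sites of the enzyme *MspI*. Bisulfite changes unmethylated cytosines so that they are sequenced as thymine, while methylated cytosines stay as they are. *Longissimus thoracis* DNA of 6 animals of the Tough group and 6 of the Tender group was measured, with 1 library per animal. The shear force behind the groups is given at 14 days of aging in the paper's text and at 7 days in the sample labels and in the legends of Tables S1, S2 and S9, with the same animals in each group. The authors trimmed the reads with Trim Galore, aligned them to ARS-UCD1.2 with Bismark and, in methylKit, kept cytosines with at least 10 reads, removed those above the 99.9th percentile of coverage, scaled the coverage of each animal and kept the cytosines covered in all 12 animals. The deposited values are these scaled numbers of methylated and unmethylated reads, rounded to whole numbers, with both strands kept apart. The gaps between the values gave a scaling factor of 1 to 1.27 per animal, from which the reads before scaling were recovered for an alternative analysis. The total of scaled reads over all CpGs had a median of 20687240 in the Tough group (18395401 to 23470740) and 20101604 in the Tender group (18625721 to 22734125), and the values reported here use these scaled reads. The median scaled coverage of a CpG was between 25 and 33 reads in Tough animals and between 26 and 31 in Tender animals. At a methylation of 50%, a coverage of 10 reads leaves a binomial standard error of 15.8%, and the median coverage before scaling, 23.5 reads, leaves 10.3%. These errors cover counting only, since reads from the same molecule were not told apart. Reads of the 2 groups were compared at each CpG by logistic regression, the model that methylKit fits, with the overdispersion correction and the chi-square test that the paper's methods name, and the p-values were adjusted by the Benjamini-Hochberg method. A DMC had an adjusted p-value under 0.05 and a difference in pooled methylation, Tender minus Tough, above 25%. A DMR met the same criteria on the reads summed over a window of 100 bp. Means and standard deviations (SD) of a group are over the percentages of its animals, so their difference is close to the pooled difference but not equal to it.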

We performed RRBS in both tough (*n* = 6) and tender (*n* = 6) muscle samples to access the DNA methylation status and to identify differentially methylated cytosines (DMCs) and regions (DMRs) between the two tenderness phenotypes. 

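The methylation values rest on the reads that covered CpGs shared by all animals, not on all sequenced reads. Before scaling, their coverage summed over these CpGs to between 14521826 reads in Tough 6 and 23470740 in Tough 1, with a median of 17553516 over the 12 animals. A read that spans several CpGs counts once for each of them in these sums. The median coverage of a CpG before scaling was 20 reads in Tough 6 and 33 in Tough 1.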

The sequence depth ranged from 29 to 55 million reads per sample with an average of 20 million reads per sample aligned to the ARS-UCD1.2/bosTau9 genome and average mapping efficiency of 47.34%. A full summary of read mapping statistics is presented in Additional file 2: Table S2. Approximately, 275 million cytosines were analyzed, ranging from 203 to 353 million per sample. We observed that an average of 23.02% of all the analyzed cytosines (including non-CpGs) captured in the RRBS were cytosines followed by guanine, i.e., CpG, and 9.03% were methylated CpGs (Additional file 2: Table S3). 

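Each strand of a CpG is a separate cytosine in the deposited values, with 317733 on the plus and 317736 on the minus strand. Both strands were covered at 78253 CpGs. Autosomes held 629700 of the cytosines, chromosome X 3042, unplaced scaffolds 2565 and the mitochondrial genome 162. Averaged over the 12 animals, 332822 cytosines (52.4%) were methylated at less than 5%, 113038 (17.8%) at between 20% and 80%, and 86465 (13.6%) at more than 90%.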

From these CpGs, 635,469 were identified in the 12 samples and were used for the differential methylation analysis. Most of these CpGs overlapped intergenic regions (54%), followed by promoters (29%) and introns (11%), with exons overlapping the lowest number of CpGs analyzed (6%) (Additional file 1: Figure S2A). Around 60% of the cytosines analyzed were in CpG islands, while those overlapping CpG shores represented only 15% (Additional file 1: Figure S2B). We tested 635,469 CpGs and 193,249 regions that were common in the 12 samples. 

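A single covered cytosine made up 71289 of the tested windows (36.9%), and the median window held 2. The median overdispersion factor was 1.59 over all CpGs, where 1 means that animals of a group differed by no more than binomial sampling. Before adjustment, 52681 CpGs (8.29%) and 16938 windows had a p-value under 0.05. After adjustment, 858 CpGs and 557 windows did, before any criterion on the size of the difference.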

We found a low variability in global methylation profile across samples, as shown by the remarkably similar correlations, which ranged from 0.94 to 0.96 (Additional file 1: Figure S3).

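Pearson correlations of percent methylation across all CpGs were computed for the 66 pairs of animals. They lay between 0.939 and 0.962 with a median of 0.952. The 30 pairs within a group had correlations of 0.941 to 0.961 and the 36 pairs between groups 0.939 to 0.962, and the median was 0.952 in both. CpGs are not independent replicates, so these correlations carry no test. With Spearman in place of Pearson correlation the range was 0.871 to 0.892. Mean methylation over all CpGs was 29.5% ± 0.50 (SD, n = 6) in the Tough group and 29.9% ± 0.21 (SD, n = 6) in the Tender group, a difference of 0.402% (exact two-sided permutation test, p = 0.104). CpGs were also divided into 3 classes by their mean methylation, after the data had been seen. At CpGs with a mean between 20% and 80% the values were 51.4% ± 0.85 (SD, n = 6) in Tough animals, from 50.1% to 52.5%, and 52.7% ± 0.80 (SD, n = 6) in Tender animals, from 52.0% to 54.1%. Their difference of 1.26% had an exact permutation p = 0.0173, and 0.0693 after Benjamini-Hochberg adjustment over the 4 comparisons. The spike-in controls of Table S2 divide the animals into 5 with a higher and 7 with a lower bisulfite conversion, and this difference was 2.17% within the first (3 Tough, 2 Tender) and 0.603% within the second (3 Tough, 4 Tender). Differences at CpGs below 5% (0.0883%, exact permutation p = 0.823) and above 90% (0.130%, exact permutation p = 0.667) were smaller than the SD of either group.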

### Most of the differentially methylated CpG and regions were hypermethylated in animals with higher tenderness

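The logistic model called 121 DMCs and 42 DMRs. Adjusted p-values lay between 1.26e-10 and 0.0499 for the DMCs and between 5.70e-06 and 0.0461 for the DMRs. All of them are listed in Tables S4 and S5, and the methylation differences computed here were within 4.98e-05% of the listed ones. The values of the 6 Tough and the 6 Tender animals did not overlap at 47 of the 121 DMCs, which were selected for a large difference between these same groups. Across the 12 animals, the coverage at the DMCs was 10 reads at the lowest and 25 at the median. Among the alternatives, limma on log ratios of methylated to unmethylated reads called 0 DMCs and 0 DMRs, with 31178 CpGs and 9733 windows at an unadjusted p-value under 0.05 and a lowest adjusted p = 0.255 for CpGs. The F-test that methylKit offers in place of the chi-square test called 9 DMCs and 3 DMRs, and the chi-square test without overdispersion correction called 1431 and 266. Where the overdispersion factor was 1, its lowest allowed value, the F-test setting kept the chi-square test. Among the DMCs named here, those it called were DMC13, DMC39, DMC57, DMC60 and DMC67, all with a factor of 1. Of 100 splits of the 12 animals into 6 and 6, the real one included, 19 gave at least as many DMCs and 24 at least as many DMRs.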

Although we observed a low global variation in the methylation profile, we identified 123 DMCs and 42 DMRs showing methylation differences between the two groups of extreme EBVSFs for SF at 14 days of aging (*q* value < 0.05 and methylation difference > 25%). Interestingly, most of the DMCs and DMRs had higher levels of methylation in the tender group (*n* = 87 and *n* = 36, respectively) than in the tough (*n* = 37 and *n* = 6, respectively). 

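Of the 121 DMCs, 84 (69.4%) were more methylated in the Tender group and 37 in the Tough group. The median methylation difference was 30.5% among the former, with a highest value of 60.7%, and -30.4% among the latter, with a lowest value of -62.9%. DMRs were divided into 36 (85.7%) with higher methylation in the Tender group, by a median of 30.2%, and 6 with higher methylation in the Tough group, with a median of -28.8%. The DMC with the smallest p-value was DMC67, at position 21374323 of chromosome 21, with 8.20% ± 2.54 (SD, n = 6) in Tough and 55.7% ± 14.5 (SD, n = 6) in Tender animals and an adjusted p = 1.26e-10. In the opposite direction it was DMC106, at position 119084615 of chromosome 4 in an intron, with *PTPRN2* as the closest gene in Table S4, with 92.3% ± 8.53 (SD, n = 6) in Tough and 48.2% ± 13.8 (SD, n = 6) in Tender animals and an adjusted p = 6.52e-05. The 5 DMCs with the smallest p-value in each direction also included DMC12, DMC122, DMC79 and DMC118, higher in Tender, and DMC60, DMC48, DMC76 and DMC85, higher in Tough, with differences between -32.4% and 50.4%. At DMC79, all Tough animals had 0% and the Tender animals 41.6% ± 32.9 (SD, n = 6), of which Tender 7 and Tender 8 also had 0%. The exact permutation test on the animals gave p = 0.0606 at DMC79, and 3 CpGs within 50 bp on its strand differed by 2.12% on average. Polymorphism of DMC79 between animals stays open. With the conversion group as a covariate, 97 DMCs were higher in Tender and 49 in Tough. Across the fits that each left out 1 of the 12 animals, between 83 and 140 DMCs were higher in Tender and between 36 and 64 in Tough.

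**Figure D1:**
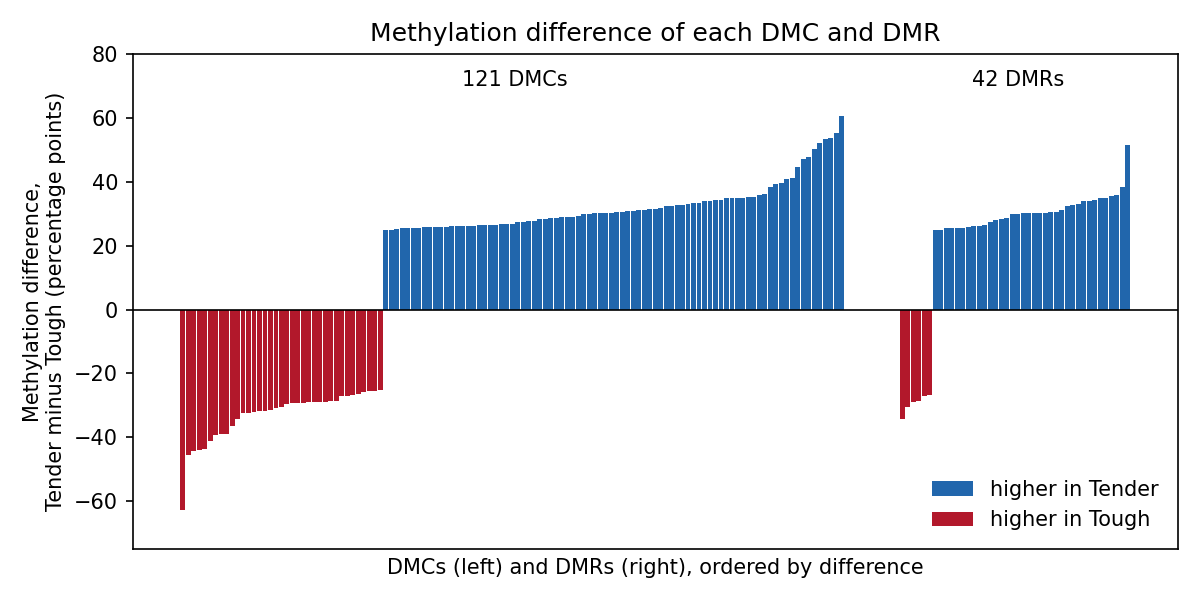
Methylation difference, Tender minus Tough, of each of the 121 DMCs (left) and 42 DMRs (right), ordered by size, in percentage points. Blue bars are the 84 DMCs and 36 DMRs higher in the Tender group and red bars the 37 DMCs and 6 DMRs higher in the Tough group, and the gap around 0 comes from the criterion of 25%.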

All the DMCs and DMRs are described in Additional file 2: Tables S4 and S5, respectively.

### Genome distribution of differentially methylated cytosines and regions

Thirty-two DMRs (76.19%) contained at least one DMC. 

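Single CpGs made up 33 of the 42 DMRs, so that the window had the same reads as the cytosine in it. Another 4 DMRs held 2 CpGs and 5 held 3 or more. Of the 10 DMRs with no DMC called here, 9 consisted of a single CpG. As CpGs, these 9 had adjusted p-values of 0.0510 to 0.0703.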

We found DMCs in almost all chromosomes, except for BTA27 and BTA28, while DMRs were found on 21 different chromosomes (Fig. 1). 

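DMCs lay on 28 chromosomes, counting X, and 1 lay on an unplaced scaffold. Chromosome 18 held 11 of them among 38893 CpGs tested and chromosome 1 held 9 among 18492. On chromosomes 27 and 28 together, 16642 CpGs were tested, and at the rate of the whole genome 3.17 DMCs would fall there. DMRs lay on 22 chromosomes, counting X, and 1 lay on an unplaced scaffold. Chromosome 13 held 4 of them among 7765 windows tested.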

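The functional location of the 121 DMCs called here was taken from the annotation in Table S4 and was not derived again. By this annotation, 80 of them (66.1%) were intergenic, 26 (21.5%) in introns, 11 (9.09%) in exons and 3 (2.48%) in promoters. The location of DMC122, on an unplaced scaffold, is not given.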

Regarding the functional location, DMCs had a higher frequency in intergenic regions (66.67%) followed by the gene body: intron (21.74%), exon (9.76%) and promoters (2.44%) (Additional file 1: Figure S4A). On the other hand, DMRs were more present in introns (45.25%), followed by intergenic regions (35.71%), promoters (11.9%) and exons (7.14%) (Additional file 1: Figure S4B). 

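Among the 42 DMRs called here, the annotation in Table S5 places 19 (45.2%) in introns, 14 (33.3%) in intergenic regions, 5 (11.9%) in promoters and 3 (7.14%) in exons, and gives no location for 1. Of the windows that hold a single CpG, 24 hold one that is also a DMC, and for 9 of these Tables S4 and S5 give the same cytosine different locations, 7 of them intergenic as a DMC and intron as a DMR. The shares of DMCs and DMRs by location are therefore not on the same footing.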

As Additional file 1: Figure S5 shows, some DMCs and DMRs were in more than one functional location. Thus, only one functional location was considered for each DMC and DMR in calculating the percentage of the DMCs and DMRs located in promoters, exons, introns and intergenic regions, with preference in the following order promoter > exon > intron, as described by Methylkit version 1.8.1 [24]. In addition, most of the DMCs and DMRs were found outside of CpG island and CpG shore regions (Additional file 1: Figure S4C and D, respectively).

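By the island annotation of Table S4, 71 of the 121 DMCs (58.7%) lay outside islands and shores, 27 (22.3%) in CpG islands and 23 (19.0%) in shores. The share outside both was 73.0% (27 of 37) among DMCs more methylated in Tough animals and 52.4% (44 of 84) among those more methylated in Tender animals. For the 42 DMRs, Table S5 places 29 (69.0%) outside islands and shores, 5 (11.9%) in islands and 8 (19.0%) in shores, and all 5 in islands were higher in the Tender group.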

**Fig. 1:**
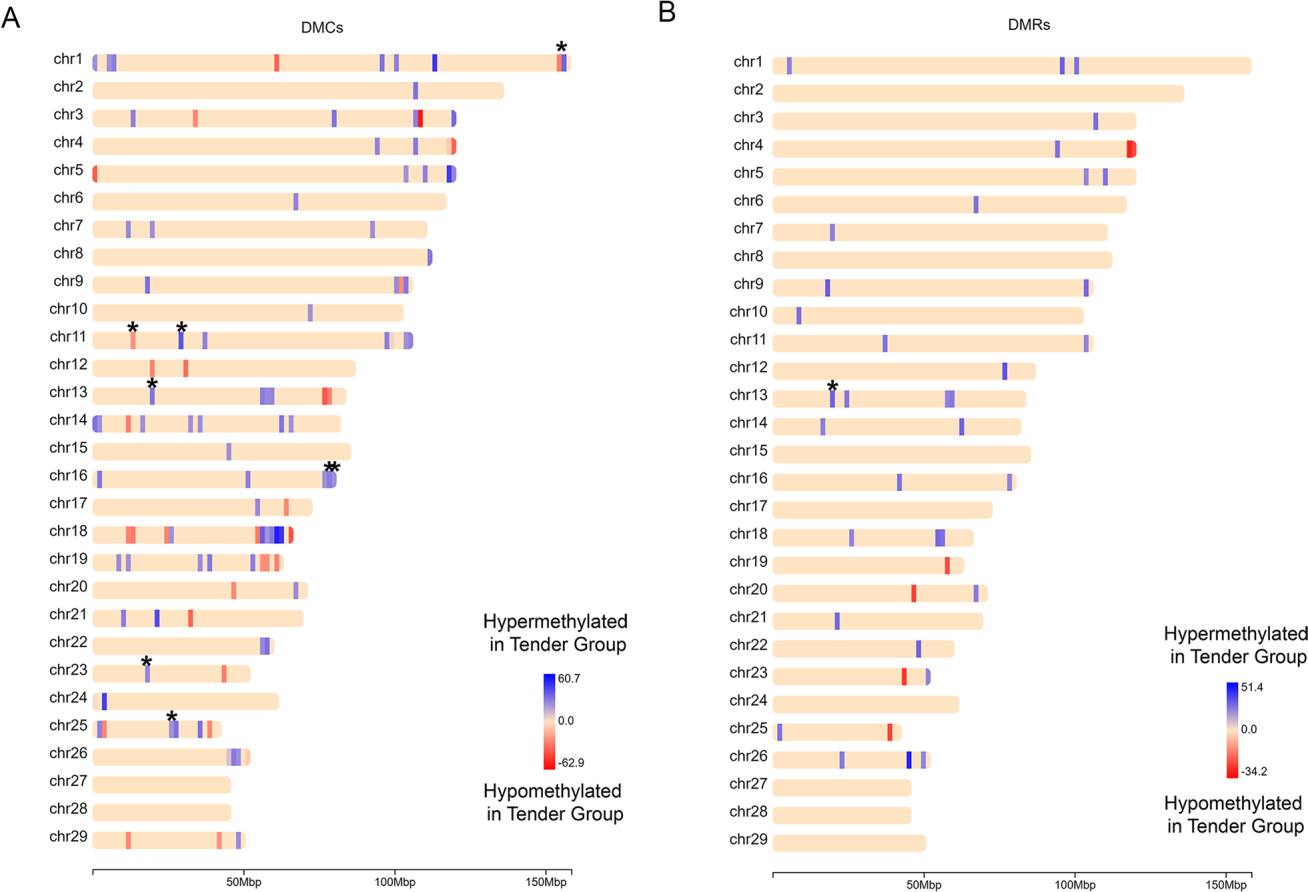
Chromosome distribution of **A** 123 differentially methylated cytosines (DMCs) and **B** 42 differentially methylated regions (DMRs) between two Nelore groups of divergent phenotypes for shear force at 14 days of aging. Only DMCs and DMRs showing *q* value < 0.05 and differences in methylation > 25% between groups are shown. The asterisks at the top of the represented DMCs and DMRs show which methylation feature overlapped with tenderness-related QTLs found in our population or QTL database. Blue bars represent DMCs or DMRs that were hypermethylated in animals with tender beef, while red bars represent those hypomethylated in the same group. The color gradient represents the difference of methylation (%) between the divergent groups

### Enrichment analysis of target genes suggests different methylation levels controlling genes acting on signal transduction

Based on the annotations generated by the FAANG Consortium [23], enriched target genes for DMCs and DMRs were identified and are available in Additional file 2: Table S6. In total, 23 biological processes (BPs) gene ontology (GO) terms were enriched and clustered in 11 groups using the kappa score. 

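The supplementary tables list the genes behind the enriched signaling processes and the DMC each was paired with. These sites were selected by the paper on the same 12 animals, so an exact test on them is not independent evidence. *C5AR2* was paired with DMC48, at position 54339633 of chromosome 18 (ARS-UCD1.2), in an intron. Its methylation was 90.2% ± 8.01 (SD, n = 6) in Tough and 58.1% ± 6.89 (SD, n = 6) in Tender animals, without overlap (exact permutation p = 0.00216, the smallest that 6 against 6 allow). *TRAF2* was paired with DMC13 on chromosome 11 at 37097825, with 17.1% ± 6.36 (SD, n = 6) in Tough and 47.0% ± 13.2 (SD, n = 6) in Tender animals (adjusted p = 0.00173 from the logistic model). Methylation at DMC46, close to *NLRC5* on chromosome 18 at 25004341, was 70.9% ± 13.3 (SD, n = 6) in Tough and 41.8% ± 10.3 (SD, n = 6) in Tender animals (adjusted p = 0.0356). DMC43, at 64324392 on chromosome 17 and paired with *CMKLR1*, had 72.9% ± 10.9 (SD, n = 6) and 43.4% ± 12.9 (SD, n = 6) in the same order (adjusted p = 0.0374). *ADGRB1* was paired with DMC29 in an exon on chromosome 14 at 1674753, where methylation rose from 24.3% ± 7.08 (SD, n = 6) in Tough to 51.2% ± 15.2 (SD, n = 6) in Tender animals (adjusted p = 0.0476). For *ADGRE5* the site was DMC114 in an exon and CpG island on chromosome 7 at 11297489, with 16.8% ± 12.9 (SD, n = 6) and 45.4% ± 7.97 (SD, n = 6) (adjusted p = 0.0248). The opposite strand of DMC114 was also covered, and its difference was -4.19%, so that the DMC114 methylation difference with both strands merged was 9.06%. *ZBP1* was paired with DMC25 on chromosome 13 at 58507464, with 45.8% ± 12.6 (SD, n = 6) in Tough and 75.4% ± 9.71 (SD, n = 6) in Tender animals (adjusted p = 0.0264). In the fits that each left out 1 of the 12 animals, DMC13 and DMC48 passed both criteria in 12 of 12, DMC114 in 5, DMC25 and DMC46 in 4, and DMC29 and DMC43 in 3.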

Several signal transduction pathways were enriched (Fig. 2) in four different groups represented by positive regulation of cytokine-mediated signaling pathway (GO:0,001,961), regulation of Rho protein signal transduction (GO:0,035,023), phospholipase C-activating G protein-coupled receptor signaling pathway (GO:0,007,200) and adenylate cyclase-activating G protein-coupled receptor signaling pathway (GO:0,007,189). 

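*KCNJ12* was paired with DMC57, an intergenic cytosine at 35351196 on chromosome 19. Methylation was 29.5% ± 8.38 (SD, n = 6) in Tough and 56.5% ± 9.81 (SD, n = 6) in Tender animals, with no overlap between the groups and an adjusted p = 0.0121. In the F-test setting, the DMC57 methylation difference had an adjusted p = 0.0264 on the scaled reads and 0.0633 on the reads before scaling. On the scaled reads its overdispersion factor was 1, where that setting keeps the chi-square test. Tender 10, at 76.2%, lay apart from the other Tender animals (50% to 54.5%), and without it the pooled difference fell from 26.7% to 23.6%. *KCNJ2* was paired with DMC61 at 58586151 on the same chromosome, which is also the only CpG of DMR29. It had 80.0% ± 12.0 (SD, n = 6) in Tough and 55.4% ± 8.90 (SD, n = 6) in Tender animals (adjusted p = 0.0326 as a CpG and 0.0204 as a window). With the conversion group as a covariate, the DMC61 methylation difference had an adjusted p = 0.0618. Leaving out 1 animal at a time, DMC61 passed both criteria in 4 of 12 fits.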

One group represented by inward rectifier potassium channel activity clustered five biological processes related to ions channel activity (GO:0,005,242). We also found three biological processes related to neurons grouped and represented by myelination (GO:0,042,552). Other five group had a unique biological process. Phagocytosis and inward rectifier potassium channel activity had around 18% of its associated genes enriched in our analysis, while the other pathways ranged between 4 and 9%. A complete description of ClueGo results, containing all gene ontologies, statistics, and genes clustered is available in Additional file 2: Table S7.

**Fig. 2:**
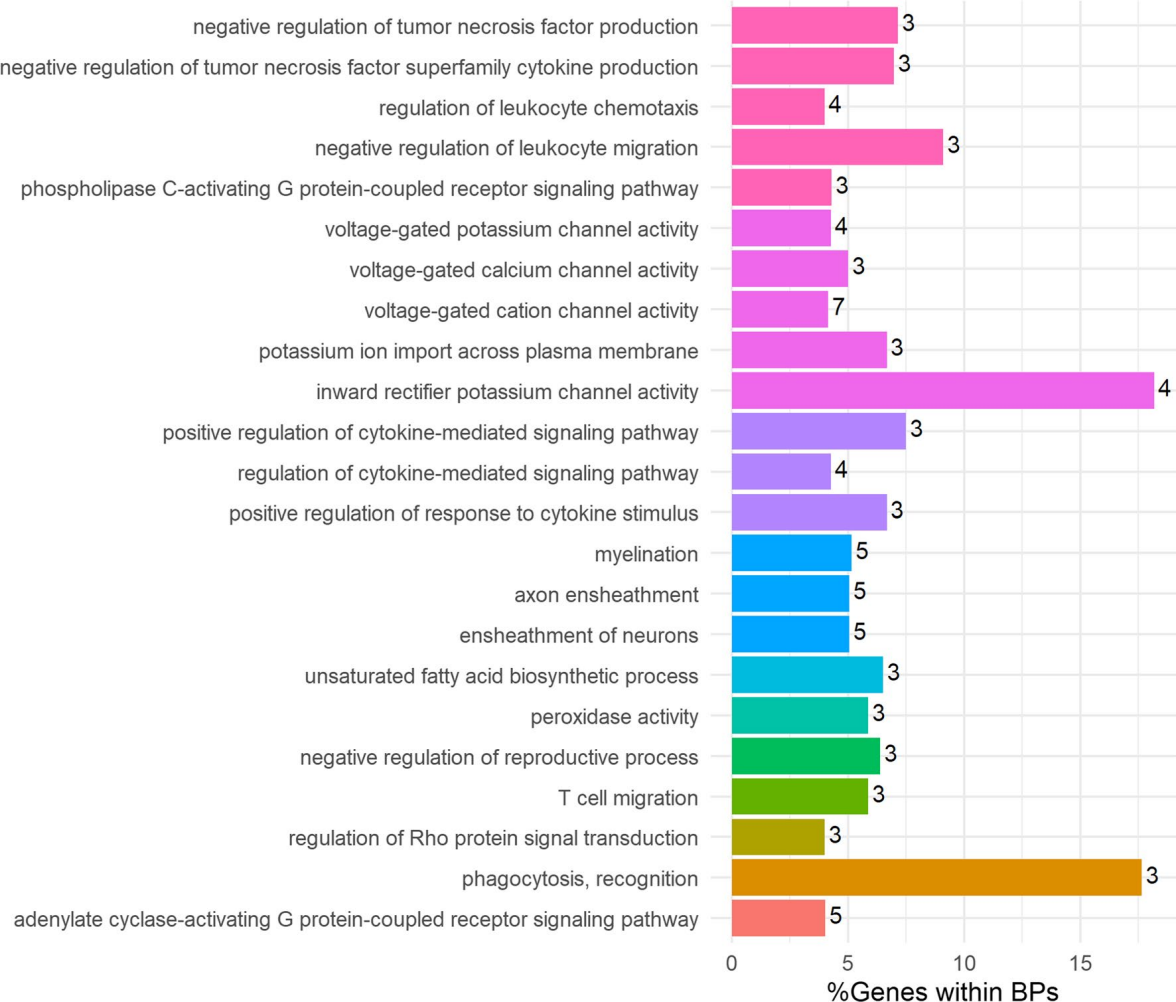
Overview of the over-represented biological processes (BP) annotations for the predicted target genes of differentially methylated CpGs (DMCs) and regions (DMRs). The bar plot displays result from a functional enrichment analysis to identify BP gene ontology (GO) terms. Significant ontology terms were identified at an estimated false discovery rate (FDR) < 0.05. The colored bars represent the percentage of genes per GO BP term and the number of genes associated with the term is shown as a label. Ontology terms that were closely related based on similar genes/biological functions were grouped by kappa score (kappa score > 0.4) and represented within the figure as the same color

### DMCs and DMRs overlapped QTLs for shear force

To find DMCs and DMRs that may be also in QTLs related with tenderness, we looked for overlapping shear force (SF) QTLs identified in a previous *Bos indicus* study [6]. Six DMCs overlapped QTLs associated with shear force at day 14 after slaughter, from which two also overlapped QTLs for SF at 24 h after slaughter. 

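Table S4 names DMC11, DMC12, DMC22, DMC40, DMC41 and DMC75 as the DMCs in these QTLs, and all 6 were also called here. As for the groups, the aging time differs, since Tables S4 and S5 label QTLs by 7 days where the text gives day 14. DMC40 and DMC41, which overlap both QTL sets, lie in introns on chromosome 16 at 80061957 and 80315014. Methylation at DMC40 was 36.1% ± 16.8 (SD, n = 6) in Tough and 66.1% ± 8.73 (SD, n = 6) in Tender animals (adjusted p = 0.0136). At DMC41 it was 55.9% ± 8.71 (SD, n = 6) and 79.6% ± 9.57 (SD, n = 6), without overlap (adjusted p = 0.0127). The difference of the unweighted means at DMC41, 23.7%, was under the criterion of 25%. DMC75, on chromosome 23 at 19018120, had 69.8% ± 17.8 (SD, n = 6) in Tough and 99.3% ± 1.17 (SD, n = 6) in Tender animals (adjusted p = 0.00184). Its overdispersion factor was 3.39, and 2 CpGs within 50 bp on its strand differed by 5.70% on average, against 28.9% at DMC75. Polymorphism of DMC75 between animals stays open. With the F-test, the lowest adjusted p-values among the 6 were 0.0594 at DMC12 and 0.258 at DMC11. On reads before the authors' scaling, the F-test setting gave the DMC12 methylation difference an adjusted p = 6.08e-07. That setting keeps the chi-square test where the overdispersion factor is 1, and the factor on those reads is not given here. The gap between these values at DMC12 can therefore come from a change of test, and it does not show an effect of the scaling.

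**Figure D2:**
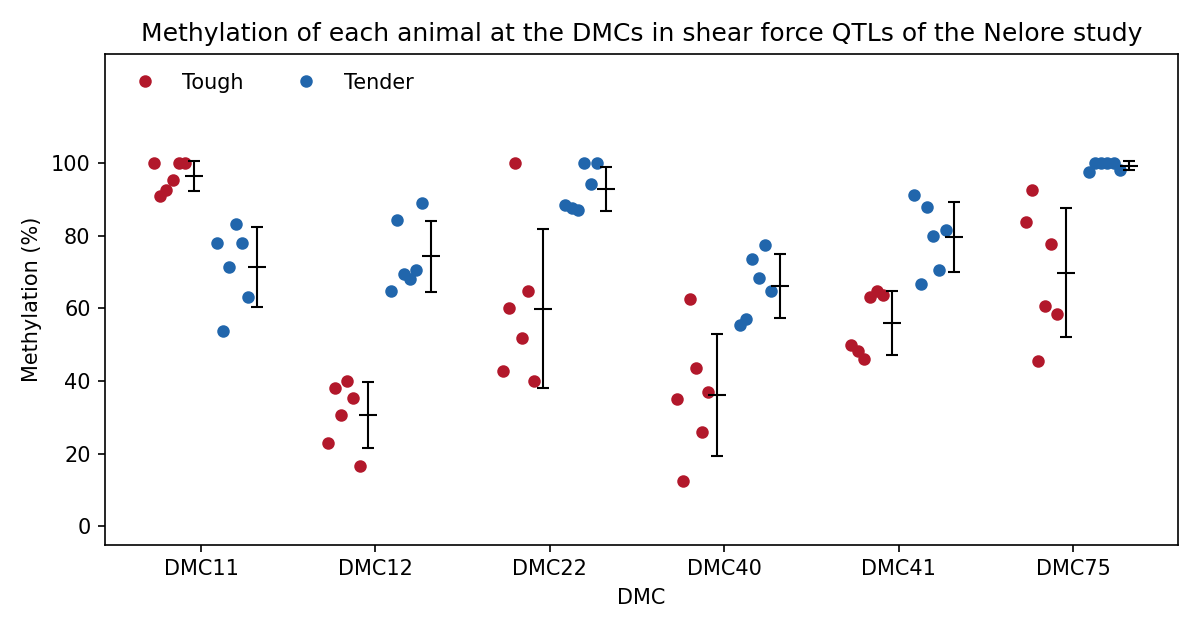
Percent methylation of each Tough (red) and Tender (blue) animal at the 6 DMCs in shear force QTLs of the Nelore study. Points are animals, and black marks are the mean and SD of 6 animals. At DMC11 the Tough animals lie between 90.9% and 100% and the Tender animals between 53.8% and 83.3%, and at the other 5 DMCs the Tender mean is the higher one.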

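DMC11, an intergenic cytosine in a CpG island at 13442364 on chromosome 11 near *ANKRD53*, was methylated at 96.5% ± 4.11 (SD, n = 6) in Tough and 71.3% ± 11.0 (SD, n = 6) in Tender animals (exact permutation p = 0.00216). Its pooled difference of -25.4% (adjusted p = 0.00144) was close to the criterion, and it stayed beyond -25% in 7 of the 12 fits that each left out 1 animal, with values from -27.4% without Tender 10 to -22.3% without Tender 8. On the reads before the authors' scaling, the DMC11 methylation difference was -24.1%. The coverage at DMC11 was 18 to 38 reads per animal, and 4 CpGs within 50 bp on its strand differed by -6.24% on average.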

All but one of these DMCs were hypermethylated in the tender muscle. Moreover, we found DMC8 and DMC83 overlapping QTLs for shear force from studies in other populations. 

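DMC8, at 153993427 on chromosome 1 near *PLCL2*, was methylated at 100% in all 6 Tough animals and at 70.4% ± 24.5 (SD, n = 6) in the Tender animals, of which Tender 9 and Tender 10 also had 100%. The pooled difference was -31.7% (adjusted p = 0.00646 from the logistic model), and the exact permutation test on the animals gave p = 0.0606. Within 50 bp on its strand, 3 CpGs differed by -1.95% to -6.53%. DMC83, in a CpG island at 27522280 on chromosome 25 near *SLC5A2*, had 37.9% ± 18.5 (SD, n = 6) in Tough and 72.6% ± 8.24 (SD, n = 6) in Tender animals, a pooled difference of 35.0% (adjusted p = 0.0385). Its 4 neighbours within 50 bp differed in the same direction, by 17.8% to 30.2%. The DMC83 methylation difference had an adjusted p = 0.0525 with the conversion group as a covariate, and DMC83 passed both criteria in 4 of the 12 fits that each left out 1 animal.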

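DMR18, the window from 19739401 to 19739500 on chromosome 13 in an intron of *NRP1*, holds a single covered CpG, which is DMC22. Methylation was 59.9% ± 21.8 (SD, n = 6) in Tough and 92.9% ± 6.08 (SD, n = 6) in Tender animals, with a range of 40% to 100% among the former (exact permutation p = 0.0152). The pooled difference of 33.9% had an adjusted p = 0.00765 as a window and 0.0127 as a CpG. Its overdispersion factor was 3.93, and the 1 other CpG within 50 bp on its strand differed by 6.13%. Polymorphism of DMC22 between animals stays open. In windows of 200 bp, the DMR18 methylation difference was 13.4% (adjusted p = 0.126).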

Only one DMR (DMR18) overlapped a QTL, which was associated with shear force at day 14. Additional file 2: Tables S4 and S5 describe the QTLs overlapping DMCs and DMRs, respectively.

### Manually curated list of candidate methylation regions and cytosines affecting tenderness

The initial genome-wide DNAm screen, the results from enrichment analysis and the available information in the literature provided information for the development of a manually selected gene list (Additional file 2: Table S8). Thirty-two DMCs and nine DMRs were potentially acting as regulators of tenderness and differences in methylation level may result in phenotypic changes. 

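Of the 41 DMCs and DMRs in Table S8, 39 were called here. DMC18 and DMC89 had adjusted p-values of 0.0510 and 0.0511 by the Benjamini-Hochberg method. Methylation was higher in the Tender group at 26 of the 32 DMCs and at 8 of the 9 DMRs. Exact permutation tests on the animals' percentages gave p-values from 0.00216, reached by 12 of the 41, to 0.0606. As the elements were selected on the same animals, these p-values are not independent evidence. With the F-test, 4 of the 41 had an adjusted p-value under 0.05. These were DMC13, DMC39, DMC57 and DMR25, the window of DMC39. All 4 had an overdispersion factor of 1, where the F-test setting keeps the chi-square test. Passing it therefore does not set them above sites with a factor just above 1, such as DMC12 (1.05) and DMC48 (1.07). On reads before the authors' scaling, DMC13 and DMC39 passed again, DMC12 and DMC48 passed as well (adjusted p = 0.00239 for the DMC48 methylation difference), and DMC57 did not. The factor on those reads is not given here, so a change of test is not told apart from an effect of the scaling. From the genome-wide screen, the enrichment analysis and the literature, the paper proposes these elements as possible regulators of tenderness.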

Eight DMCs and one DMR overlapped QTLs for shear force and had 15 targets or closest genes with expression data. The enrichment analysis resulted in 27 genes that had expression data and were targets of 22 DMCs and 8 DMRs. Then considering the target genes or closest genes, we manually checked for function descriptions available in the literature related to muscle development or tenderness. This resulted in the addition of myosin VI (*MYO6*) and EBF transcription factor 3 (*EBF3*) genes.

### Four genes had expression correlated with methylation

We performed statistical association tests between the methylation percent of the selected DMCs/DMRs and the expression of its target genes. Eleven animals had paired RRBS methylation and RNA-Seq expression data. The RNA-Seq data showed an average of 9 billion reads with around 95% being uniquely mapped. RNA-Seq alignment results are described in Additional file 2: Table S9. We tested 65 combinations of DMC/DMRs and genes, which were 32 DMCs with 41 genes and 9 DMRs with 11 genes (Additional file 2: Table S8). 

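RNA sequencing, which is not used here, covered 11 of these animals, all 6 Tough and all Tender animals but Tender 12. In these 11, the mean methylation of DMC12, DMC23, DMC89, DMC90, DMC98 and DMR40 was higher in Tender than in Tough animals by 23.7% to 43.1%. Exact two-sided permutation tests of 6 against 5 animals gave p-values from 0.00433 to 0.0260, of which the first is the smallest possible. The paper selected these elements for a group difference in the same animals, so low p-values follow from the selection and are not independent evidence.

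**Figure D3:**
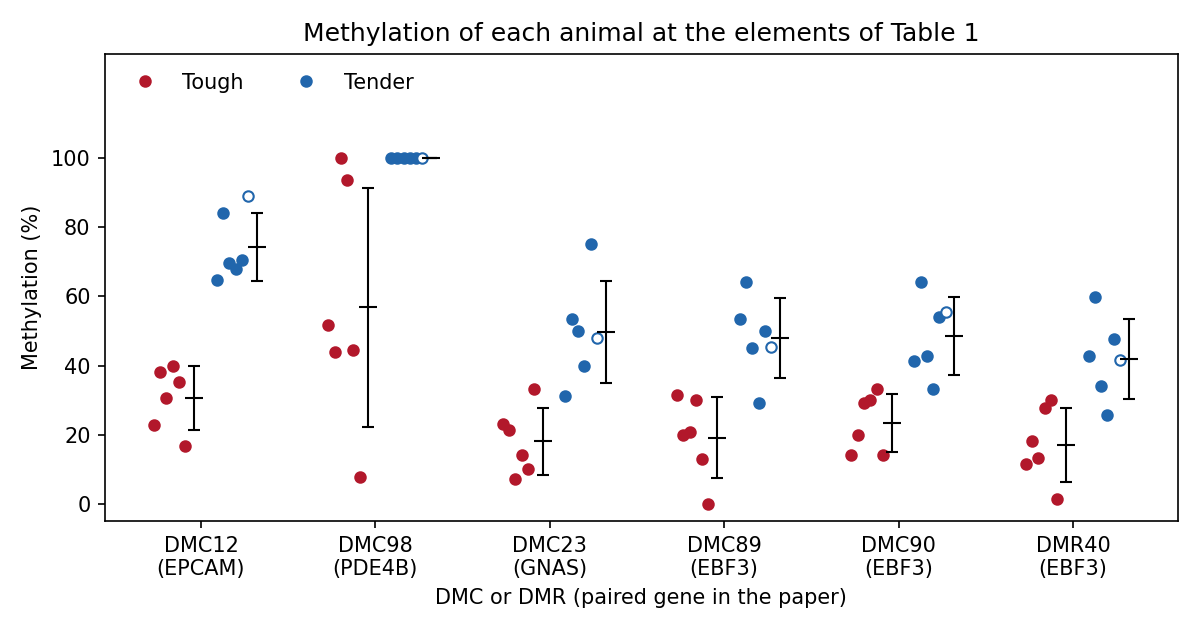
Percent methylation of each Tough (red) and Tender (blue) animal at DMC12, DMC98, DMC23, DMC89, DMC90 and DMR40, with the gene the paper pairs with each. Points are animals, open for Tender 12 without RNA sequencing, and black marks are the mean and SD of 6 animals. All Tender animals sit at 100% at DMC98, and Tough animals there range from 7.69% to 100%.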

DMC12, DMC 23, DMC89, DMC90, DMC98 and DMR40 showed a high correlation (*p* < 0.05) with one of their predicted target or closest genes, as shown in Table 1 and Fig. 3. The four genes were epithelial cell adhesion molecule (*EPCAM*), phosphodiesterase 4B (*PDE4B*), GNAS complex locus (*GNAS*) and *EBF3.* Besides the DMC12 and DMC98, the other three DMCs and DMR40 were in CpG islands and regulatory elements (Additional file 2: Table S10). In addition, we tested the differential expression between extremes for these four genes and we found *PDE4B* with higher expression in Tough (*p* = 0.017), while *GNAS* was higher in Tender group (*p* = 0.030) (Additional file 1: Figure S6). *EPCAM* and *EBF3* did not show differential expression (*p* > 0.05) between animals with divergent tenderness values.

**Table 1:** DMCs and DMRs that presented high correlation (Pearson; *p*-value < 0.05) between methylation level and gene expression of their predicted targets

DM	CpGi	Regulatory element state		Target gene^§^	*r*	*p*
		Muscle	Adipose			
DMC12	Other	ATAC island	Medium enhancer with ATAC	*EPCAM*	− 0.64	0.033
DMC98	Other	Quiescent	Quiescent	*PDE4B*	− 0.63	0.038
DMC23	CpGi	Bivalen/poised TSS	Strongly active promoter/transcript	*GNAS*	0.75	0.0085
DMC89	CpGi	strongly active promoters/transcripts	Bivalent/poised TSS	*EBF3*	− 0.72	0.013
DMC90	CpGi	strongly active promoters/transcripts	Bivalent/poised TSS	*EBF3*	− 0.75	0.0073
DMR40	CpGi	strongly active promoters/transcripts	Bivalent/poised TSS	*EBF3*	− 0.81	0.0023

The table includes whether the DMC or DMR overlaps a CpG island (CpGi), the regulatory element overlapped by the DMC or DMR in muscle and adipose tissues of *Bos taurus*, the target gene and the statistical association analysis results

**Fig. 3:**
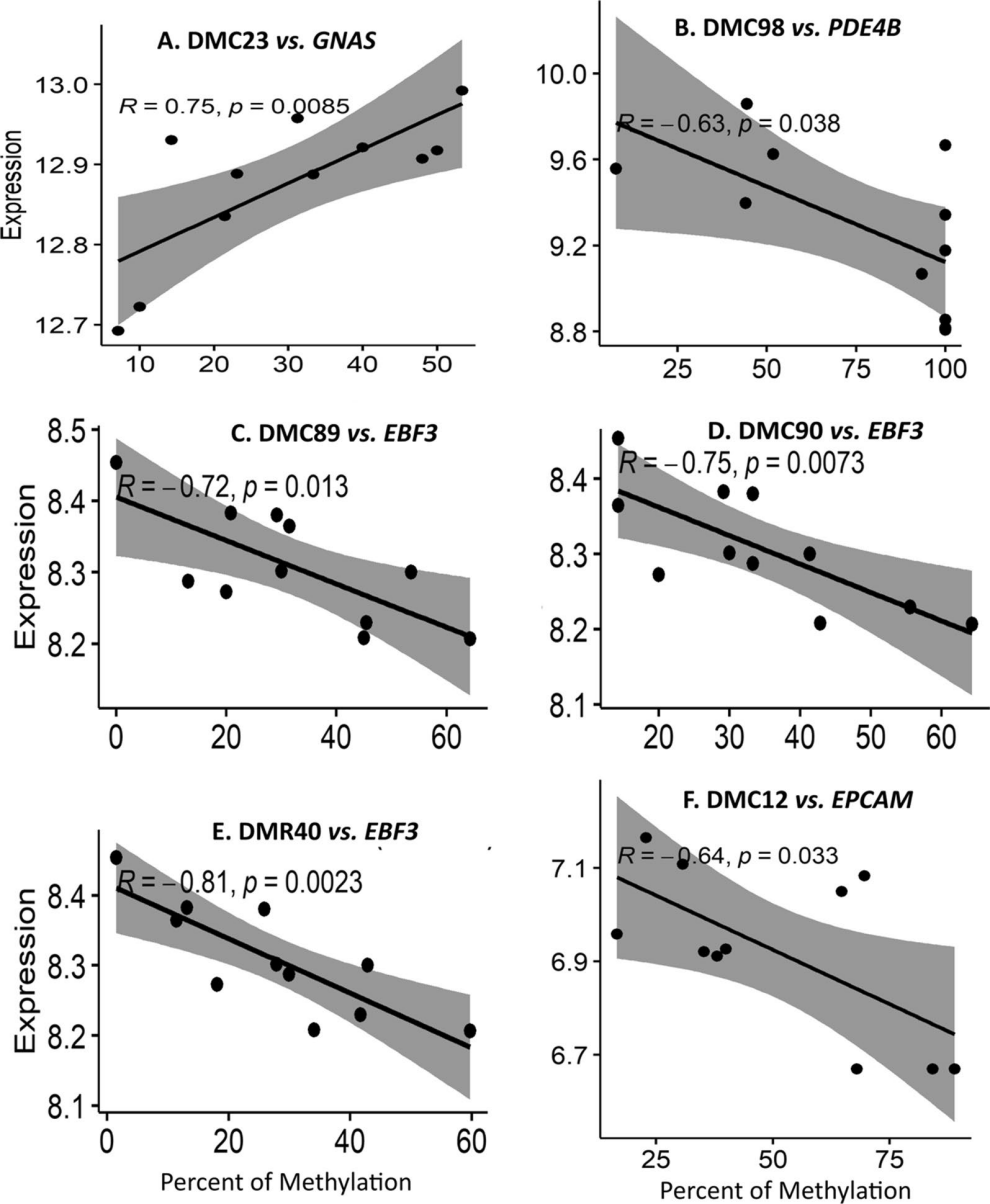
Significant Pearson coefficient correlation between the methylation percentage of DMCs and DMRs with the expression of its target genes (*p* < 0.05), using 11 RNA-Seq Nelore muscle samples. **A** Percent of methylation of DMC23 was positively correlated with the expression of gene *GNAS*. **B** Percent of methylation of DMC98 was negatively correlated with the expression of gene *PDE4B.* Percent of methylation of DMC89 (**C**), DMC90 (**D**) and DMR40 (**E**) were negatively correlated with expression of *EBF3* gene. **F** Percent of methylation of DMC12 was negatively correlated with the expression of gene *EPCAM*

#### *GNAS*

The *GNAS* gene was predicted to be the target of two DMCs and two DMRs; however, only the DMC23, which is located in a CpG island, showed correlations between methylation and expression (Table 1, Fig. 3A). 

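DMC23 is a cytosine of the minus strand in a CpG island at 57484992 on chromosome 13. Over the 11 animals with expression data, its methylation was 18.2% ± 9.68 (SD, n = 6) in Tough and 49.9% ± 16.5 (SD, n = 5) in Tender animals (exact permutation p = 0.00866). With Tender 12, at 48.0%, the Tender mean was 49.6% ± 14.8 (SD, n = 6) and the pooled difference 31.8% (adjusted p = 0.0250). The coverage was 13 to 28 reads per animal. Leaving out 1 animal at a time gave pooled differences of 26.1% to 35.2%, and DMC23 passed both criteria in 5 of the 12 fits. On the reads before the authors' scaling, the DMC23 methylation difference had an adjusted p = 0.0532. DMR20, from 57484901 to 57485000, holds DMC23 and 3 other CpGs of the same strand, which differed by 17.8% to 30.8%. Its methylation was 46.2% ± 14.9 (SD, n = 5) in the Tender animals with expression data, 45.8% ± 13.4 (SD, n = 6) in all and 21.1% ± 7.12 (SD, n = 6) in Tough animals (adjusted p = 0.0168). In windows of 200 bp, the DMR20 methylation difference was 6.30%. DMC24, at 57570385, is the only CpG of DMR21 and was methylated at 67.4% ± 19.1 (SD, n = 6) in Tough animals, at 93.5% ± 5.97 (SD, n = 5) in the Tender animals with expression data and at 93.3% ± 5.36 (SD, n = 6) in all Tender animals (adjusted p = 0.0421 as a CpG and 0.0275 as a window). It passed both criteria as a CpG in 3 of the 12 fits that each left out 1 animal.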

The methylation percent in the DMC23 had a high positive correlation (0.75) with *GNAS* expression (Fig. 3A). To provide further evidence that DMC23 may act as a regulatory element, we checked its position for histone modification marks and ATAC-Seq using the data provided by Kern et al. [23]. Considering that our analysis is a pool of cells taken from skeletal muscle and this may include some adipose cells that are part of the intramuscular fat, we may also have accessed the regulatory element information in adipose tissue. Figure 4 shows the enrichment of histone marks, such as H3K4me1, H3K27ac and H3K4me3, as well as an open chromatin state found by ATAC-seq in the DMC23 surrounding region (vertical black line in Fig. 4), suggesting that this region has features of an active promoter or enhancer. Indeed, in *Bos taurus* this region was classified as “strongly active promoter/TSS” in adipose tissue. However, in muscle, the presence of H3K27me3 characterizes an element repressing the expression which, together with the abovementioned epigenetic marks, may define this region as a “bivalent/poised TSS”. The importance of this region as a regulatory element was corroborated in other tissues, since all 15 tissues studied by Kern et al. [23] showed promoter features (Additional file 2: Table S10). Muscle was the only tissue which presented bivalent/poised TSS feature in this region; however, seven tissues were classified as the adipose, a.i., as strongly active promoter/TSS, two as an active TSS, while the remaining four tissues showed at gene features “promoter transcribed”.

**Fig. 4:**
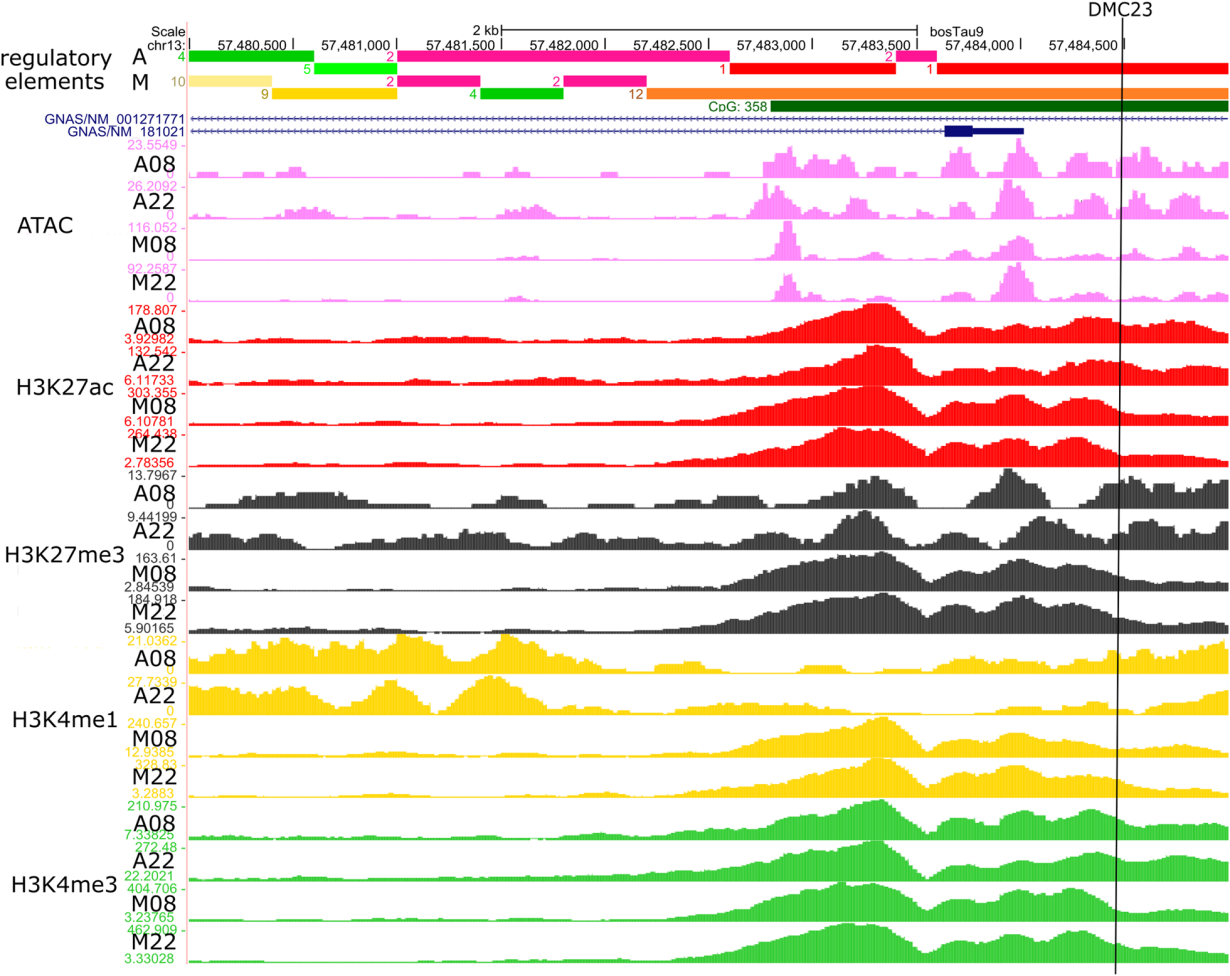
Regulatory element features of the region overlapped by the differentially methylated cytosine DMC23, which was correlated with *GNAS* expression, in adipose (A) and muscle (M). DMC23 (represented by the vertical black line) overlapped a CpG island (CpG358, represented by the dark green solid horizontal bar) in the intron 1 of *GNAS* isoform 001,271,771 and less than 1 kb from the start site of isoform 181,021. Histone marks and ATAC peaks enrichment suggested that this region was classified as bivalent/poised TSS (represented by the orange solid horizontal bar #12) in muscle (M) and strongly active promoter/transcript in adipose (A; red solid horizontal bar #1) in two male *Bos taurus* [23]. The *GNAS* gene is represented by the blue line (introns) and blue blocks (exons). Pink tracks represent the ATAC peaks. The peaks of histone marks H3K27ac, H3K27me, H3K4me1 and H3K4me3 are represented by the red, black, yellow, and green tracks, respectively. The image was obtained from UCSC Genome Browser and edited by the authors

#### *PDE4B*

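DMC98 lies on chromosome 3 at 80580988, in an intron. All Tender animals, with or without Tender 12, were methylated at 100%, and the Tough animals at 56.9% ± 34.5 (SD, n = 6). The exact permutation test gave p = 0.0260 over the 11 animals with expression data and p = 0.0152 over all 12. Tough animals had 7.69% (Tough 6), 44.0%, 44.4%, 51.7%, 93.5% and 100% (Tough 3). The overdispersion factor of 5.91 reflects this spread, and 2 CpGs within 50 bp on the same strand differed between the groups by -3.10% and 3.91%. Polymorphism of the CpG between animals could give the same pattern. No genotypes were examined, so the values at DMC98 need not be differences in methylation. The pooled difference was 34.2% (adjusted p = 0.0372), with 13 to 46 reads per animal. It was 28.9% without Tough 6 and 45.9% without Tough 4, and DMC98 passed both criteria in 3 of the 12 fits that each left out 1 animal.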

Although DMC98 overlapped the gene *JAK1* and it was not correlated to this gene expression but was negatively correlated (− 0.63) with its predicted target *PDE4B* (Fig. 3B; Table 1). This gene was enriched in two pathways: adenylate cyclase-activating G protein-coupled receptor signaling pathway and voltage-gated cation channel activity. From the six selected DMCs and DMRs, this was the only one overlapping a region with no recognized regulatory element (Quiescent), showing very low signs of histone marks and ATAC in 14 tissues out of 15, according to Kern et al. [23] (Additional file 2: Table S10 and Additional file 1: Figure S7).

#### *EBF3*

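DMR40, from 49275301 to 49275400 on chromosome 26, holds 9 CpGs of the minus strand, among them DMC89 at 49275319 and DMC90 at 49275340. Over the 11 animals with expression data, methylation of the window was 17.0% ± 10.7 (SD, n = 6) in Tough and 42.0% ± 13.0 (SD, n = 5) in Tender animals (exact permutation p = 0.0130). With Tender 12, at 41.7%, the Tender value was 42.0% ± 11.6 (SD, n = 6), and the pooled difference was 25.4% (adjusted p = 0.0407). Coverage summed over the 9 CpGs was 127 to 306 per animal, where a read counts once for each CpG it spans. The median coverage of a single CpG was 21.5 to 24 reads. The window had an overdispersion factor of 13.0. Tough animals ranged from 1.52% to 30.0% and Tender animals from 25.9% to 59.7%. Dependence between the CpGs of a read and spread between animals can both raise this factor, and no test here separates them. All 9 CpGs differed in the same direction, by 20.9% to 29.0%. They lie between 49275303 and 49275340 on the same strand, so the same reads can cover several of them and they are not independent. DMC89 had 19.2% ± 11.6 (SD, n = 6) in Tough animals, 48.4% ± 12.9 (SD, n = 5) in the Tender animals with expression data and 47.9% ± 11.6 (SD, n = 6) with Tender 12, at 45.5%. Its adjusted p = 0.0511 did not pass the criterion, and it did in the fits without Tough 1 (adjusted p = 0.0225 for the DMC89 methylation difference) and without Tender 10 (adjusted p = 0.00659). At DMC90 the values were 23.5% ± 8.40 (SD, n = 6), 47.2% ± 12.1 (SD, n = 5) and, with Tender 12 at 55.6%, 48.6% ± 11.3 (SD, n = 6), with an adjusted p = 0.0250. Leaving out 1 animal at a time, DMC90 passed both criteria in 6 of 12 fits and DMR40 in 4.

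**Figure D4:**
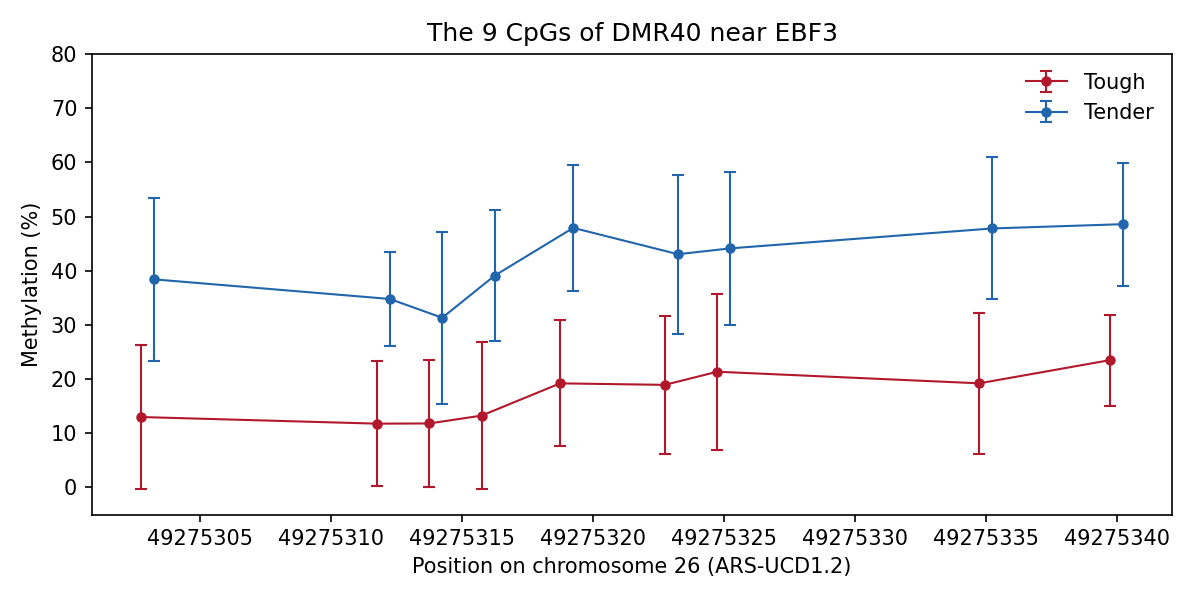
Percent methylation at the 9 CpGs of DMR40 by their position on chromosome 26 (ARS-UCD1.2), as the mean of 6 Tough (red) and 6 Tender (blue) animals with the SD as error bars. The Tender mean is higher at all 9 CpGs, by 20.9% to 29.0% in pooled methylation.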

*EBF3* was the most correlated gene, having correlation with three elements (DMC89, DMC90 and DMR40) which are located in a CpG island. We found high negative pairwise correlations between *EBF3* gene expression and either DMC89 (− 0.72), DMC90 (− 0.75) or DMR40 (− 0.81) (Additional file 1: Fig. S3C–E). 

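DMC87 and DMC88, also paired with *EBF3*, lie outside DMR40 on chromosome 26, at 48397310 and 49152976. Over the 11 animals with expression data, DMC87 had 1.42% ± 2.21 (SD, n = 6) in Tough and 45.9% ± 28.1 (SD, n = 5) in Tender animals (exact permutation p = 0.0303). With Tender 12, at 72.2%, the Tender value was 50.3% ± 27.3 (SD, n = 6), from 0% in Tender 11 to 74.2% in Tender 7. Its overdispersion factor was 6.28, and 3 CpGs within 50 bp on the same strand differed by -6.02% on average. Polymorphism of DMC87 between animals could give the same pattern and was not examined by genotype. DMC88 had 51.1% ± 16.1 (SD, n = 6) in Tough animals, 81.9% ± 8.97 (SD, n = 5) in the Tender animals with expression data (exact permutation p = 0.0173) and 82.5% ± 8.18 (SD, n = 6) with Tender 12, at 85.7%. Both passed the criteria in all 12 fits that each left out 1 animal, with adjusted p-values up to 0.0191 for DMC87 and 0.0450 for DMC88.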

Other two DMCs were tested with this gene; however, no correlation was found. The *Bos taurus* data suggests that the region overlapped by the two DMCs and the DMR40 (vertical blue line in Fig. 5) has promoter features in *Bos taurus* [23] (Fig. 5, Additional file 2: Table S10). In muscle, this region was classified as strongly active promoters/transcripts which is characterized by the enrichment for two histones marks (H3K27ac and H3K4me3) and ATAC peaks. In adipose tissues, the region was part of a bivalent/poised TSS, characterized by the enrichment of all histones and ATAC marks, but mainly the H3K27me3, that has a repression function. Moreover, according to the *Bos taurus* data, *EBF3* was expressed only in adipose and muscle tissue (Additional file 1: Figure S8), with higher levels in adipose (Fig. 5).

**Fig. 5:**
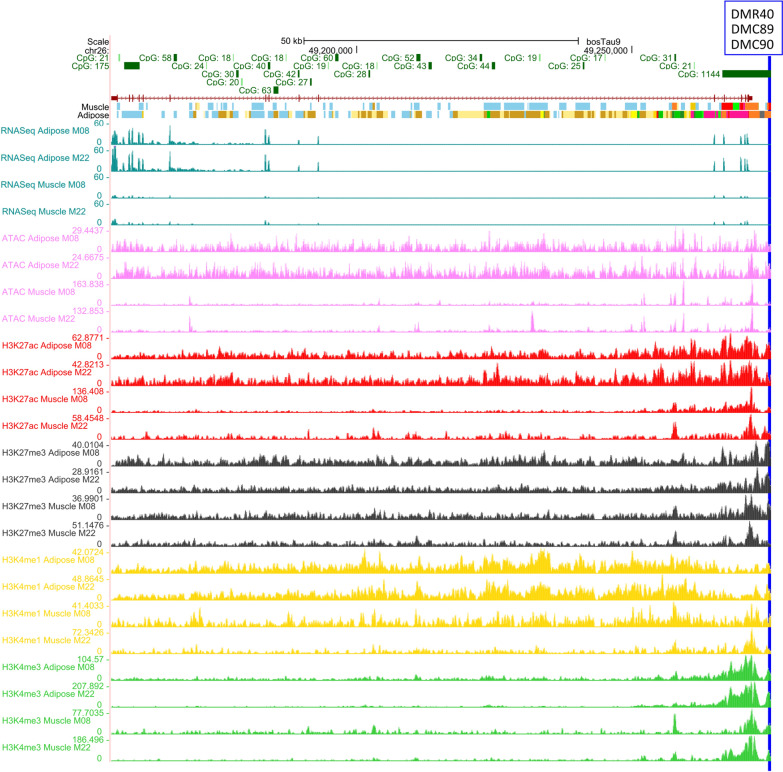
Regulatory element feature of the region overlapped by the two differentially methylated cytosines (DMC89 and DMC90) and region (DMR40) which were correlated with *EBF3* expression. DMCs and DMRs region (represented by the vertical blue line) overlapped a CpG island (CpG1144, represented by the green solid horizontal bar). The DMCs and the DMR overlap a region enriched with histone marks and ATAC peaks, which characterizes the region as strongly active promotors/transcripts in muscle and bivalent/poised TSS in adipose in two male *Bos taurus* [23]. The *EBF3* gene is represented by the dark red line (introns) and dark red blocks (exons). Pink tracks represent the ATAC peaks. The peaks of histone marks H3K27ac, H3K27me, H3K4me1 and H3K4me3 are represented by the red, black, yellow, and green tracks, respectively. The image was obtained from UCSC Genome Browser and edited by the authors

#### *EPCAM*

The DMC12, which was selected, because it overlapped a QTL for shear force in the Nelore population, is in an intergenic region and more than 200,000 bp far away from its target *EPCAM* gene. 

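DMC12 lies at 29540007 on chromosome 11, with 15 to 38 reads per animal. Over the 11 animals with expression data, its methylation was 30.6% ± 9.17 (SD, n = 6) in Tough and 71.4% ± 7.49 (SD, n = 5) in Tender animals. Tender 12 had 88.9%, and with it the Tender mean was 74.3% ± 9.79 (SD, n = 6). All Tough animals lay between 16.7% and 40.0% and all Tender animals between 64.7% and 88.9%, and the pooled difference was 44.6% (adjusted p = 1.98e-08). It lay between 41.4% and 47.3% when each animal was left out in turn, with adjusted p-values of at most 7.82e-06. The overdispersion factor was 1.05. On the same strand, 6 CpGs within 50 bp differed by -5.34% to 19.5%, with a mean of 8.62%.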

We found a negative correlation (− 0.64) between the methylation percent of DMC12 and the *EPCAM* expression (Table 1, Fig. 3E). The region overlapped by DMC12 also showed regulatory element features in several tissues of *Bos taurus*, including adipose and muscle (Additional file 1: Figure S9). Muscle had this region classified as an ATAC island and this state seems to be conserved in other five out 15 analyzed tissues (cecum, hypothalamus, rumen, abomasum, and spleen). In adipose tissue, this region was classified as medium enhancer based on ATAC peaks (Additional file 1: Figure S9).

## Discussion

### A new layer of knowledge regarding tenderness: methylation

The genetic mechanisms underlying beef tenderness have been extensively studied in the past years; however, little is known about the epigenetic marks affecting this important production trait. Epigenetic marks, such as DNAm, may affect the phenotype without altering the genome sequence, being an additional layer of information, which may improve comprehension of the biological processes underlying beef tenderness. Furthermore, epigenetic information complements the known QTLs and genes associated with the phenotype, helping to elucidate the intermediate mechanism between genotype and phenotype. To increase the epigenetic information related to tenderness, we screened CpGs and genomic regions looking for those showing differential methylation between muscle samples with extreme beef tenderness phenotypes. We found DMCs and DMRs overlapping QTLs associated with tenderness in Nelore and overlapping regulatory elements described in *Bos taurus*, both previously identified [6, 23]. Enrichment analysis showed that signal transduction and ions channel activity may be affected by different methylation status between tender and tough beef.

### DMCs and DMRs are more highly methylated in tender than in tougher beef

The global methylation profile had low variation among animals. These findings may be, in part, due to the low genomic diversity found in the original population [25] and due to high conserved methylation profile in cattle [26]. However, we found specific CpGs and regions with differences in methylation level among the two groups. Interestingly, muscles that will become higher tenderness beefs seem to be more methylated in DMCs and DMRs than the ones that will produce tough beefs. This finding corroborates Zhao et al. [20] who found genomic regions with high or medium levels of methylation had more hypermethylated DMRs in tender than in tough Angus muscle. It thus seems that both *Bos indicus* and *Bos taurus* show the same trend of hypermethylation in tender beef. This result may be complemented by recent reports that suggests CpG methylation may be a key mechanism in the determination of myofiber type and that slow-type myofibers, which are associated with higher tenderness, had more hypermethylated promoters affecting muscle-specific gene expressions than fast-type myofibers [27]. Lu et al. [28] suggested that increasing the number of slow-type myofiber in muscle of Chinese cattle (Luxi and Quinchuan) may improve beef tenderness. Unfortunately, in the present study the type of myofibers was not characterized.

### Signal transduction and postmortem processing may be affected by methylation in muscle.

Identifying the genes that may be affected by the changes in methylation level may shed light on the mechanisms that link genotype to phenotype. In a recent study, Kern et al. [23] used several epigenetic marks and gene expression to find that most of the bovine regulatory elements do not target the nearest gene or even the gene that they overlap. These authors also reported that some regulatory elements targeted more than one gene, with an average of 1.7 genes per element in cattle. For this reason, we used their list of predicted target genes to identify those that may be affected by the DMCs and DMRs found here. Then we used the predicted target genes to perform functional enrichment analysis.

The biological processes enrichment suggests that signal transduction was affected by methylation, and this may be through the G protein signaling pathway. Four out of eleven groups of enriched pathways were directly related to G-protein-dependent signaling including adenylate cyclase-activating G protein-coupled receptor and phospholipase C-activating G protein-coupled receptor signaling pathways, regulation of Rho protein signal transduction and regulation of cytokine-mediated signaling pathway. Indeed, signal transduction through G protein-coupled is known to be a key mechanism for muscle homeostasis and growth [29]. Signal transduction mediated by G-protein is responsible for converting the extracellular stimulus, reaching the membrane in downstream cascade of processes and resulting in reactions as muscle contraction (reviewed by [30]). The hormones or other stimulus bind membrane G proteins-coupled receptor which in turn activates different subclasses of G proteins and its downstream pathways, such as adenylate cyclase-activating G protein-coupled receptor and phospholipase C-activating G protein-coupled receptor signaling pathways (reviewed by [30]), that were enriched in our analysis. Two genes grouped in the adenylate cyclase-activating pathways, *GNAS* and *PDE4B*, had their expression correlated with methylation level of the correspondent DMCs, adding further evidence to the hypothesis that G-protein signaling pathway is being affected by methylation and may affect beef tenderness. Rho protein signal transduction pathway can be activated by the G protein signaling and result in muscle contraction, this activation being mediated by Ca2+ (reviewed by [30–32]). Takano et al. [33] found Rho family G protein acting on muscle differentiation in mice. G-protein signaling pathway was found acting on skeletal muscle atrophy through cytokine-mediated signaling pathways, such as tumor necrosis factor [29, 34]. Both adenylate cyclase and phospholipase C-activating pathways regulate ion channel activities (reviewed by [30]), which was also enriched in our analysis. Specifically, our analysis indicates that calcium and potassium channels are affected by methylation which corroborates Zhao et al. [20] findings in the muscle of *Bos taurus*. The direct participation of these channels in muscle development and function is well described [35]. Tizioto et al. [6] found potassium and calcium channels enriched in a GWAS study for tenderness in a larger population of Nelore which included our animals. In addition, the enrichment of voltage-gated calcium channels and neuron-related biological processes in our analysis suggests that methylation may be affecting the muscle contraction signaling through the transfer of information from neuron to muscle in the neuromuscular junction (NMJ). The enriched calcium voltage-gated channel subunit alpha1 A (*CACNA1A*) gene encodes a subunit of the Cav2.1 channel which is located in the neuron terminal in the NMJ and has a key role in triggering muscular contraction in response to nerve impulse [36]. The increase of Ca^2+^ ions influx in the cell by the Cav2.1 stimulates the release of neurotransmitters which will hit the receptor in the muscle cell and trigger downstream reactions to muscle contraction. Conversely, *PDE4B* that was also enriched in calcium voltage-gated channels has an opposite role by restricting the amount of Ca^2+^ entering the cell via these CaV1.2 channels in cardiomyocytes [37]. Taking together these enriched pathways, we suggest that the transduction of signaling from extracellular stimulus to generation of second messengers are being affected and this may result in differences of muscle development and contraction.

Besides not related to signaling transduction, phagocytosis was one of the most associated genes enriched pathways and seems to be related with the postmortem process of the beef since muscle cells were found ingesting other cells and molecules from extracellular matrix by phagocytosis to degradation in the postmortem [38]. Moreover, Tizioto et al. [6] found phagocytosis enriched for QTLs associated with beef tenderness on day 14 after slaughter.

### DMC23 as a regulatory candidate site affecting tenderness through *GNAS* expression modulation

A key player of the G-signaling protein pathway is the G protein Gsα, encoded by the *GNAS* gene. After binding the extracellular stimulus, the membrane G protein-coupled receptors activate the Gsα which in turn stimulate the adenylyl cyclase pathway [39], enriched in our analysis. Using ATP, the enzyme adenylyl cyclase generates cyclic adenosine monophosphate (cAMP) which participates in several downstream pathways directly affecting skeletal muscle function including muscle contraction [40]. Furthermore, bovine *GNAS* is a known imprinted gene with a complex locus that has two isoforms, according to the RefSeq database. The bovine NM_001271771.1 isoform, also known as *NESP55*, has an alternative splice site on exon 2 of the *GNAS* [41, 42] and has a maternal expression in bovine fetus [41–43] and adult [41] showing a paternal methylated promoter in *B. taurus vs. B. indicus* hybrid animals [42]. The bovine NM_181021.3 isoform starts from exon 2 of *GNAS* locus and was shown to be paternally expressed in the conceptus of *B. taurus vs. B. indicus* hybrid animals [42]. We found the DMC23 and DMR20 located in the intron 1 of *GNAS* locus, overlapping the NM_001271771.1 isoform, and located less than 1 kb upstream from the TSS of the NM_181021.3 isoform. According to the pilot project from FAANG Consortium [23], these DMC23 and DMR20 overlap an active promoter region in muscle and adipose tissue and have *GNAS* as one of the target genes. It is important to keep in mind that our analysis is a pool of cells taken from skeletal muscle and this may include some adipose cells that are part of the intramuscular fat. Interestingly, the promoter was classified as poised in muscle, which is a promoter having epigenetic marks with both activation and repression effects allowing the gene to be activated or repressed as timely needed [44]. This may explain the positive correlation between DMC23 methylation and the *GNAS* gene expression found in our samples, suggesting that the methylation may have an activation effect on the expression. A hypothesis is that the methylation may be disturbing the H3K27me3 binding, decreasing the heterochromatin formation which results in higher transcription of the gene. Moreover, the status of the region overlapped by the DMC23 as an active regulatory element seems to be conserved in other tissues [23]. We present strong evidence that DMC23 overlaps a regulatory element that regulated the *GNAS* expression in muscle and adipose tissue. Therefore, DMC23 is a putative candidate site affecting tenderness due to the impact on gene expression of *GNAS,* which may affect beef tenderness through coupled receptor signaling pathways. Although little is known about the relationship of *GNAS* and tenderness, this gene was found downregulated in doubled-muscle bovine fetuses, known to result in higher shear force values [45] and enriched in the calcium signaling pathway [46]. Polymorphisms and QTLs in this gene were associated with several production traits in bovine [43, 47]. Moreover, abnormal methylation in the *GNAS* gene has been associated with disruption of several phenotypes, including diseases such as pseudohypoparathyroidism and obesity in humans [48, 49]*.*

### Differentially methylated CpG was negatively correlated with *PDE4B* expression

Meanwhile, *GNAS* gene product, Gsα, is known to activate the cAMP signaling, the phosphodiesterase enzymes (PDEs) seem to have opposite function by catalyzing the hydrolysis of cAMP decreasing its levels [50]. In skeletal muscle of rats, the PDE4 was shown to be the major cAMP hydrolyzer in comparison to the other PDEs [51]. This contradictory function of *GNAS* and *PDE4* is in agreement with our results, since we found opposite expression levels of these two genes, and these expression levels seems to be regulated by DNA methylation, providing insights on the link of methylation and beef tenderness. We found higher transcript levels of *PDE4B* in tough beef, while *GNAS* was more expressed in tender animals. This molecular pattern may suggest higher stimulation of G-protein-mediated cAMP signaling pathway in tender animals and this may reflect in the muscle functions including glycogenolysis, contractility, sarcoplasmic calcium dynamics [40] resulting in a different tenderness pattern. Interestingly, the expression of both genes was found correlated with methylation level of cytosines which were all hypermethylated in tender beef. Therefore, *GNAS* and *PDE4B* had opposite patterns of expression and methylation correlation between the beef with high and low tenderness suggesting that the signaling pathway that they partake, the cyclase-activating G protein-coupled, may have a role in the tenderness of *Bos indicus* beef and may be regulated by methylation.

### Changes in methylation level of *EBF3* promoter as a potential candidate affecting beef tenderness

The RRBS analysis identified *EBF3* as a potential gene associated with tenderness through methylation. Several pieces of evidence among our findings and previous studies assure that DMC89, DMC90 and DMR40 may have a role in regulating *EBF3* gene expression and tenderness. First, we found that these elements may regulate *EBF3* gene expression due to the high negative correlation found with methylation. This is corroborated by Kern et al. [23] that found a correlation between *EBF3* gene expression and H3K27ac signal overlapping the region, where DMC89, DMC90 and DMR40 are located. In addition, these elements are located in a promoter region and CpG island, which are known to regulate transcription and gene silencing [14]. Second, *EBF3* gene has specific functions in muscle. For instance, *EBF3* gene encodes a transcription factor that acts together with *MYOD* gene in muscle relaxation and is a regulator of muscle cell-specific transcription [52]. According to Kern et al. [23] data, *EBF3* is a tissue specific gene being expressed only in adipose and muscle, compared to other four tissues. *EBF3* is highly expressed in adipose of *Bos taurus* and with a lower expression in muscle [23]. Intramuscular fat is known to affect skeletal muscle metabolism and beef tenderness [53, 54]; therefore, *EBF3* may be acting in muscle tenderness by both muscle and adipose pathways. Taken together, these findings make DMC89, DMC90, DMR40, and the *EBF3* gene strong candidates for further studies of epigenetic events driving muscle development and tenderness.

### DMC12 overlapped QTLs for beef tenderness

Our methylation screen study resulted in regions and cytosines that are putative candidates underlying the phenotype beef tenderness in cattle, thus contributing to better understand the mechanisms regulating this trait. We highlight the DMC12 which lies within a QTL associated with tenderness in Nelore [6] and its methylation level was negatively correlated with the *EPCAM* gene expression. In *Bos taurus*, DMC12 overlapped regulatory elements in muscle and adipose [23]. The biological function of the glycoprotein *EPCAM,* a transmembrane glycoprotein mediating Ca -independent homotypic cell–cell adhesion, has been explored in cancer studies [55] and it is known to participate in cell signaling [56], but little is known about its role in cattle.

### Final considerations

Here, we adopted the RRBS approach due to its advantages as base-level resolution and the accessible cost. However, this approach limited the analysis to part of the genome, which might contribute to the small variation in methylation profile found between the groups when compared to another study in Angus [20]. Despite this limitation, we were able to provide new molecular insights to beef tenderness, which is a complex trait with a lot of its underlying mechanisms still undeciphered. We identified and suggested candidate regions and CpGs that may shed light on epigenetic mechanisms modulating beef tenderness by screening methylation on the *Bos indicus* muscle genome and taking advantage of previous information about regulatory elements and QTLs. Our results increase previous knowledge about mechanisms affecting beef tenderness in *Bos indicus*, since as far as we know, there are no previous studies in this subspecies. Further studies are needed to answer complementary questions, among them, whether these methylation patterns are the cause or consequence of gene expression and beef tenderness, whether it was affected by the environment and how much it is inherited across generations.

## Conclusions

We identified changes in DNAm level associated with tenderness, and functional analysis suggests that this link may be through modulating signal transduction, more specifically the G-protein-dependent signaling pathways, that have a specific function in muscle homeostasis. We also found strong evidence that differences in methylation level associated with tenderness are modulating *GNAS* and *EBF3* gene expressions, thus making these genes potential candidates associated with the phenotype. The FAANG pilot project data in *Bos taurus* helped to identify potential functional role of the DMCs and DMR overlapping. Further studies of the DMCs and DMRs overlapping QTLs for SF may help complement the knowledge of the epigenetic mechanisms participating in the makeup of beef tenderness.

## Methods

### Experimental design and animals

This study aimed to identify epigenetics marks that may contribute to muscle development and resulting in differences in beef tenderness of *Bos indicus*. For this we investigated the association of DNA methylation profile in Nelore (*Bos indicus*) skeletal muscle by comparing contrasting animals for tenderness. The study population (*n* = 200) was composed of Nelore steers raised and kept on feedlots at Embrapa Southeast Livestock in São Carlos-SP, Brazil, as described by Tizioto et al. [57]. The steers were sired by 33 registered Nelore bulls belonging to the main family lineages that make up the Nelore breed in Brazil. Steers were raised in feedlots with identical nutritional rations and handling conditions until slaughter at an average age of 25 months.

### Phenotypes and sample selection.

Beef tenderness measurements were described by Tizioto et al. [6]. Muscle samples from the *Longissimus thoracis* skeletal muscle located between the 12th and 13th ribs were collected 24 h after slaughter. Steaks were used to measure the SF using a TA XT2i (Stable Micro Systems Ltd., Surrey, United Kingdom) texture analyzer coupled to a Warner–Bratzler blade, at 1.016 mm thickness [58]. Samples were kept in a 2 °C chamber for aging and measurements of SF were obtained at 14 days after slaughter. Muscle samples were selected from the initial population by ranking the estimated breeding value (EBV) for SF (EBVSF) of each animal. The EBVs were estimated using standard best linear unbiased prediction (BLUP) procedures under an animal model performed using the mixed procedure of SAS [59–61] as reported by Gonçalves et al. [8]. Twelve samples were selected and divided into two groups with extreme values and were named according to the level of tenderness: highest values of EBVSF (*n* = 6), corresponding to the lowest tenderness, were named as “Tough”, while the lowest values of EBVSF (*n* = 6), corresponding to the highest tenderness, were named as “Tender”. Only animals born from different sires were considered for each group to avoid the confounding between phenotype and infinitesimal effect of sire.

### DNA and RNA extraction and quality evaluation

*Longissimus thoracis* skeletal muscle samples were collected at slaughter, stored in liquid nitrogen, and kept in a freezer at − 80 °C until processing. DNA extraction was carried out using the DNeasy*®* Blood & Tissue kit (Qiagen Inc., Germantown, MD, USA), according to the manufacturer's protocol. DNA concentration was measured using Qubit dsDNA High Sensitivity Assa*y* (Thermo Fisher Scientific Waltham, MS, EUA) and the quality measured by Fragment Analyzer*™* and the DNF-487 Standard Sensitivity or the DNF-488 High Sensitivity genomic DNA Analysis *Kit* (Advanced Analytical).

### Reduced representation bisulfite sequencing (RRBS) and processing

The RRBS experiments were performed by Diagenode® (Seraing, Belgium). Each sample library was prepared from 100 ng of genomic DNA using the Premium RRBS kit (Diagenode), according to the manufacturer's protocol. Bisulfite conversion efficiency independent of CpG context was assessed by adding methylated and unmethylated spike-in controls (0.1% concentration). Briefly, the protocol consists in the digestion of DNA by *MspI* enzyme followed by the fragment end repair, and addition of adaptors. Next, samples were quantified by qPCR and the Ct values were used to pool samples by similarity. Bisulfite conversions were performed using the Premium RRBS kit (Diagenode) followed by library enrichment by PCR, based on the manufacturer’s protocol. Adequate fragment size distributions were confirmed by Bioanalyzer High Sensitivity DNA chips (Agilent). Libraries were sequenced on Illumina HiSeq 3000 using single-end 50 bp reads. Sequencing read quality control was performed using FastQC version 0.10.1(https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and adaptors were removed by Trim Galore! version 0.4.1. (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/). Bismark version 0.23.0 [62] was used to align the reads to the *Bos taurus* reference genome UCD1.2/bosTau9 and to identify methylated cytosines. The reference genome UCD1.2/bosTau9 fasta file was downloaded from UCSC Genome Browser in February/2021(http://hgdownload.soe.ucsc.edu/goldenPath/bosTau9/bigZips/bosTau9.fa.gz).

### RNA sequencing and processing

Eleven animals, out of the 12 used to analyze for DNA methylation, also had RNA sequencing data. These 11 RNA samples were a subset of the 200 reported by Diniz et al. [63]. The methods for sample collection, total RNA extraction, library preparation, sequencing and read processing are described by Diniz et al. [63]. In summary, muscle samples were collected immediately after slaughter, snap frozen in liquid nitrogen and kept at − 80 °C until RNA extraction. From 100 mg of frozen tissue, total RNA was isolated using Trizol® standard protocol (Life Technologies, Carlsbad, CA, United States) and the resulting mRNA was evaluated in the Bioanalyzer 2100® (Agilent, Santa Clara, CA, United States). The cDNA libraries were generated using Illumina TruSeq® RNA Sample Preparation Kit v2 (San Diego, CA, United States), followed by purification and validation using Agilent 2100 Bioanalyzer (Santa Clara, CA, United States). Library preparation and sequencing were conducted by ESALQ Genomics Center (Piracicaba, SP Brazil). Paired-end (PE) sequencing was executed on Illumina Hiseq 2500® (San Diego, CA, United States) platform following standard protocols. Read processing protocol consisted in filtration using Seqyclean package version 1.4.13 [64], and quality control using FastQC version 0.11.2 [65] and MultiQC version 1.4 [66].

### Differential DNA methylation analysis between extremes

The comparison between the data set from two extreme groups for EBVSF phenotypes was executed using methylKit version 1.8.1 [24] in R version 3.5.1 [67]. First, all cytosines were filtered for minimum coverage of 10 reads and maximum percentile of 99.9%. The methylKit function that normalize the coverage was applied using default settings. A Chisq-test was used to define the cytosines or genomic regions that were differentially methylated (DMCs or DMRs, respectively) between the two groups of animals. A correction for overdispersion was applied, as suggested by methylKit user guide. The DMRs window size was 100 bp and both DMCs and DMRs were filtered for at least 25% of difference of methylation between groups and *q*-value ≤ 0.05.

### Gene annotation and functional enrichment analysis

Gene annotation was carried out using the package Genomation version 3.8 [68] through Methylkit version 1.8.1 [24] in R. The NCBI RefSeq annotation bed file used was obtained from UCSC Genome Browser. The webtool Faangmine (http://128.206.116.18:8080/faangmine/) was also used to find genes overlapping the DMCs and DMRs. Promoters were considered as 1000 bp upstream and downstream from the gene’s TSS, following the default of Methylkit. CpG island and shore regions’ information were obtained from UCSC Genome Browser [69]. To retrieve information whether DMCs and DMRs were overlapping regulatory elements, we used the FAANG pilot project [23]. These data provided information about the regulatory element status of the region based on enrichment of histone marks (H3K27me3, H3K4me1, H3K27ac, H3K4me3), ATAC-Seq and CTCF data in 15 tissues of two male *Bos taurus*. The method to classify the genomic region regarding the regulatory element state was described by Pan et al. [70]. In summary, the epigenetic marks data described above were used to train a chromatin state prediction model in ChromHMM69 (v.1.20) and 15 states were chosen. We also used these data to find the target genes of the DM regions and the parameters used to download this information from UCSC were Assembly *Apr. 2018 (ARS-UCD1.2/bosTau9)*, group *UC Davis FAANG Pilot Project* and track *Cattle Regulator-Gene Interactions* to retrieve the target genes. The UCSC Table Browser tool [69] was accessed in May of 2021. Among 15 tissues available in this database, we focused our analysis on muscle but, in a lesser extent, on adipose tissue as well, since our samples of skeletal muscle may contain some adipose cells that are part of the intramuscular fat. The list of predicted target genes was submitted to functional enrichment analysis using ClueGO v. 2.5.5. software and CluePedia v. 1.5.5 [71]. Significantly enriched GO and BP terms were declared with a right-sided hypergeometric test at a Benjamini and Hochberg adjusted *p* < 0.05 [72]. We searched for DMCs and DMRs whose position overlapped QTLs previously associated with tenderness by GWAS [6] in the original population. QTL positions obtained from Tizioto et al. [6] using the UMD 3.1.1 reference genome were converted for the ARS-UCD1.2 version using Lift Genome Annotations UCSC tool (https://genome.ucsc.edu/cgi-bin/hgLiftOver). We also used the webtool Faangmine (http://128.206.116.18:8080/faangmine/) to find tenderness QTLs from other populations in the CattleQTLdb [73], and overlapped the positions with the DMCs and DMRs genomic positions.

### Development of a manually curated list of candidate methylation regions and cytosines affecting tenderness

We used the initial genome-wide DNAm screen together with information available in the literature to create a manually selected list of regions or CpGs that are potentially acting as regulators of tenderness and whose differences in methylation level may lead to phenotypic changes. First, we selected all the DMCs and DMRs that overlapped QTLs for shear force. We included the target genes and the closest gene of these DMCs and DMR. Then, all target genes that were clustered in any of the enriched gene ontology biological processes were included to the list. Finally, we complemented the list with DMCs/DMRs whose target genes had function related with muscle development or tenderness, based on literature information. The manually curated list of candidate DMCs/DMRs and genes were submitted to statistical association tests between methylation and expression of the target genes.

### Correlation between methylation percentage and gene expression

To investigate the relationship between DMCs or DMRs and its respective target genes, we carried out statistical associations between methylation level and gene expression. The methylation percentage of DMCs and DMRs were obtained from methylKit version 1.8.1 [24] in R using the function percMethylation(). To access the gene expression of target genes, the pre-processed reads obtained from RNA-Seq were used. High-quality reads were filtered to remove extremely low expressed genes among the 11 samples, retaining genes with at least seven non-zero samples. Count normalization was executed using the standard method from DESeq2 version 1.28.1 [74]. The correlation between the DMC or DMR percentage of methylation and read counts was analyzed using Pearson correlation in R by cor.test() function. For those genes whose expression were correlated to methylation, we also tested whether the expression was different between the groups of extreme phenotypes. For this we used Wilcoxon test applying the R function wilcox_test() with paired = False.

## Supplementary Information

**Additional file 1.** Supplementary Figures S1–S9.

**Additional file 2.** Supplementary Tables S1–S10.

## Data Availability

The data set generated and analyzed during the current study regarding the methylation experiments is available in the NCBI’s Gene Expression Omnibus (GEO) under accession numbers GSE190966. The RNA-Seq data set is available in the European Nucleotide Archive (ENA) repository (EMBL-EBI), under accession PRJEB13188, PRJEB10898, and PRJEB19421 (https://www.ebi.ac.uk/ena/submit/sra/). The data set regarding the histone marks, ATAC-Seq and regulatory elements are available at http://farm.cse.ucdavis.edu/~ckern/Nature_Communications_2020/.

## Abbreviations

cAMP: Cyclic adenosine monophosphate
CpG: Cytosine followed by guanine in a linear sequence
CpGi: CpG island
DMC: Differentially methylated cytosines
DMR: Differentially methylated regions
DNAm: DNA methylation
*EBF3*: EBF transcription factor 3
EBVSF: Estimated breeding value for shear force
*EPCAM*: Epithelial cell adhesion molecule
*GNAS*: GNAS complex locus
GO: Gene ontology
NMJ: Neuromuscular junction
*PDE4B*: Phosphodiesterase 4B
QTL: Quantitative trait loci
RRBS: Reduced Representation Bisulfite Sequencing
SF: Shear force

# Supplementary material for: DNA methylation may affect beef tenderness through signal transduction in Bos indicus
**Source:** Epigenetics Chromatin. 2022 May 13;15:15. doi: 10.1186/s13072-022-00449-4
**Supplement:** Supplementary file 1 — Additional file 1. Supplementary Figures S1–S9.

**DNA methylation may affect beef tenderness through signal transduction in *Bos indicus***

Marcela Maria de Souza^1,2^, Simone Cristina Méo Niciura^1^, Marina Ibelli Pereira Rocha^1,3^, Zhangyuan Pan^4^, Huaijun Zhou^4^, Jennifer Jessica Bruscadin^1,3^, Wellison Jarles da Silva Diniz^1,5^, Juliana Afonso^1^, Priscila Silva Neubern de Oliveira^3^, Gerson B. Mourão^6^, Adhemar Zerlotini^7^, Luiz Lehmann Coutinho^6^, James E. Koltes^2^, Luciana Correia de Almeida Regitano^1*^

^1^Embrapa Pecuária Sudeste, Empresa Brasileira de Pesquisa Agropecuária, São Carlos, Brazil

^7^Embrapa Informática Agropecuária, Empresa Brasileira de Pesquisa Agropecuária, Campinas, Brazil

**Additional file 1: Supplementary Figures**

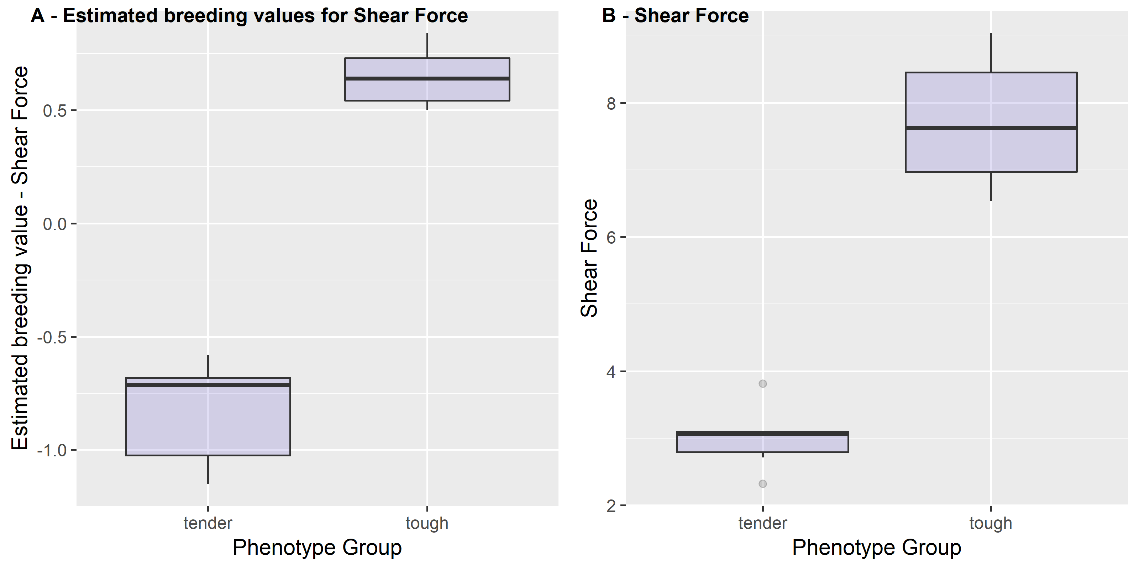

**Figure S1.** Box plot showing the distribution of shear force: **(A)** estimated breeding values for Shear Force and **(B)** Shear Force values.

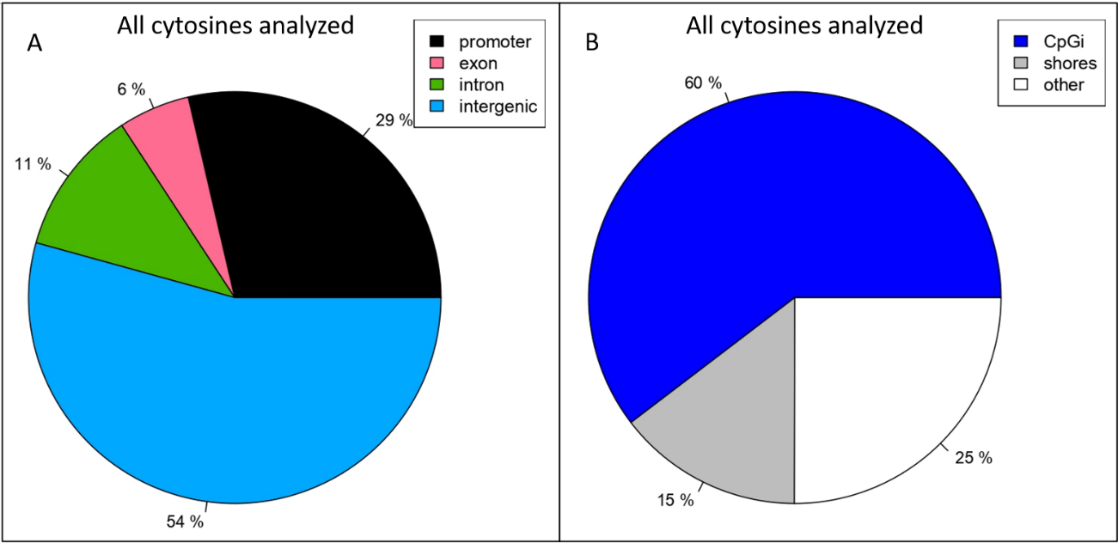

**Figure S2.** Locations of all CpGs used for differential methylation analysis (n=635469). **A.** Percent of CpGs in promoters, gene body (exons and introns) and intergenic regions. **B.** Percent of CpGs overlapping CpG islands (CpGi) and shore CpGs.

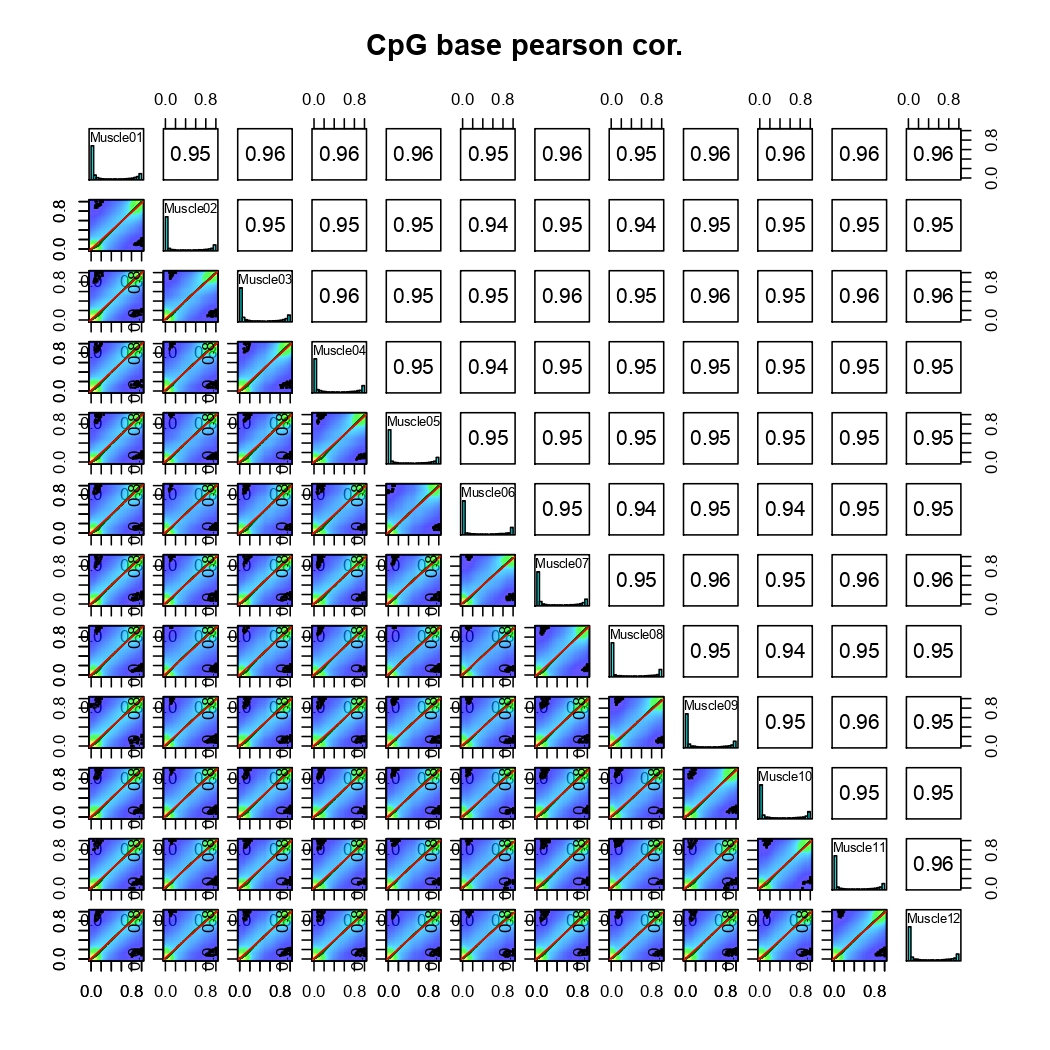

**Figure S3.** Sample correlation. Sample Correlation. Scatter plot and correlation coefficients among all samples.

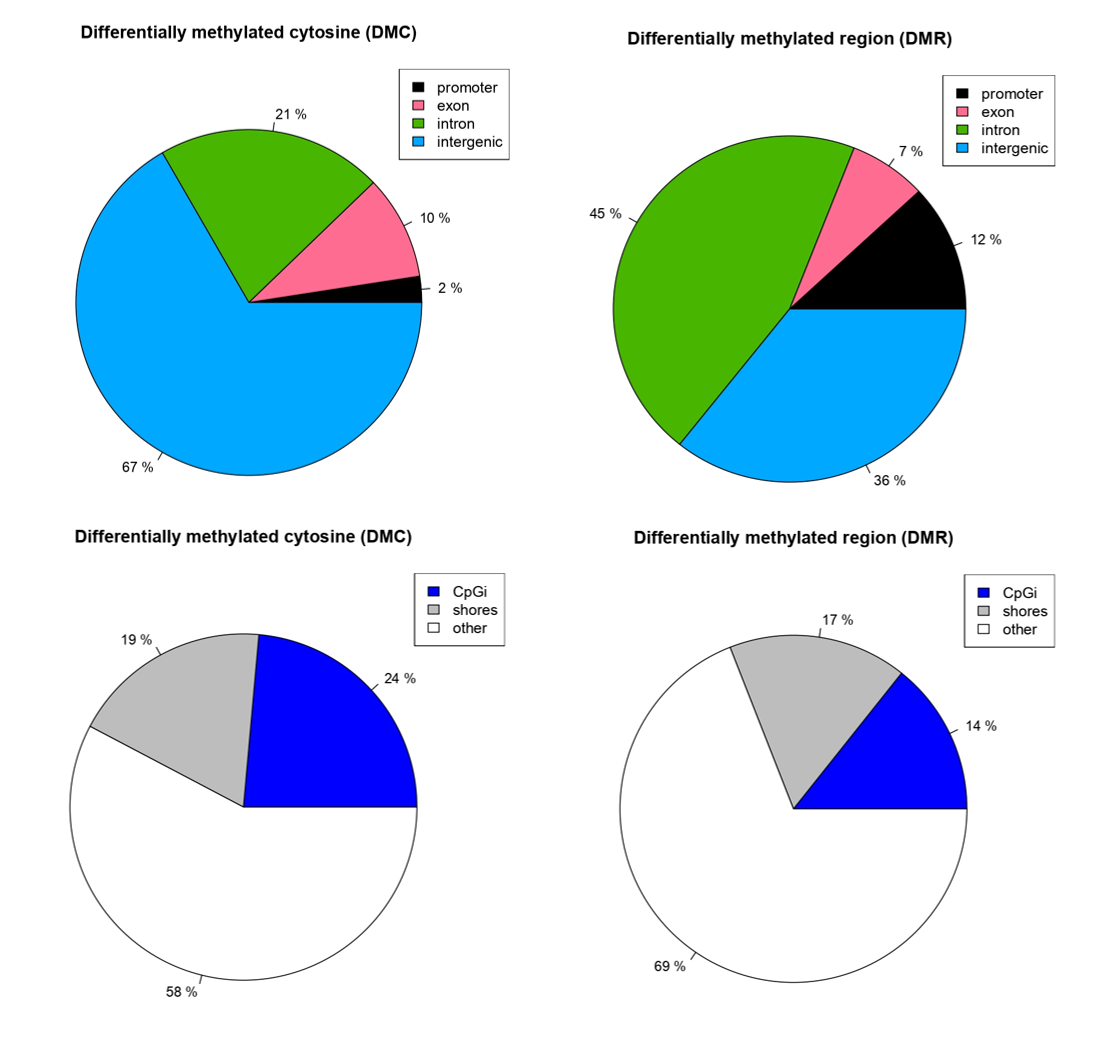

**Figure S4**. Proportion of differentially methylated cytosines (DMCs) (**A**) and differentially methylated regions (DMRs) (**B)** overlapping promoter, exon, intron or intergenic regions. **C** and **D** shows the proportion of DMCs and DMRs, respectively, overlapping CpG islands (CpGi), shore regions or other.

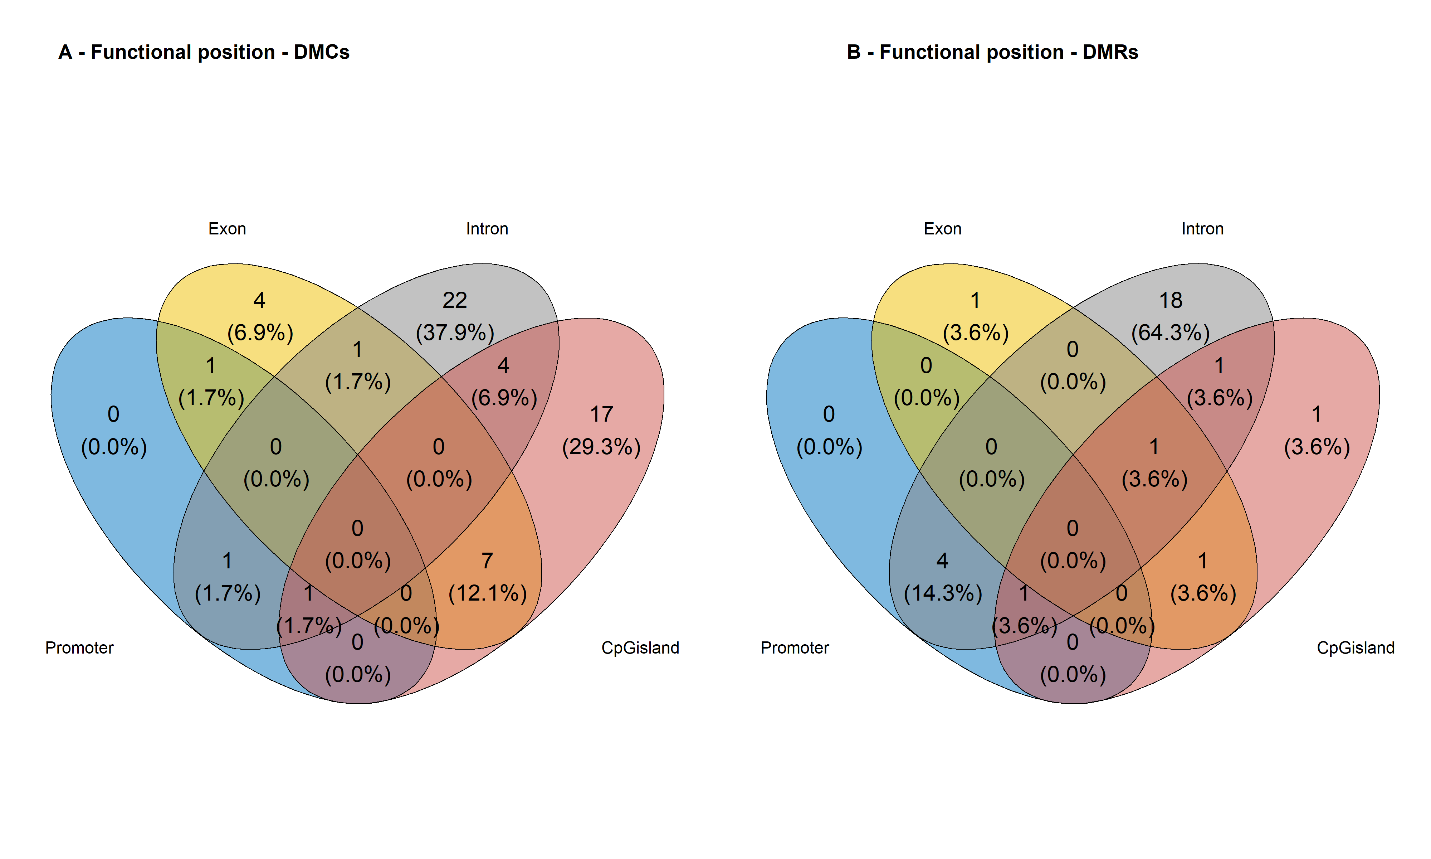

**Figure S5.** Venn Diagram showing the distribution of differentially methylated cytosines (DMCs) (A) and differentially methylated regions (DMRs) (B) overlapping promoters, exons, introns and CpG islands. This figure shows that some DMC and DMR were located in more than one functional location.

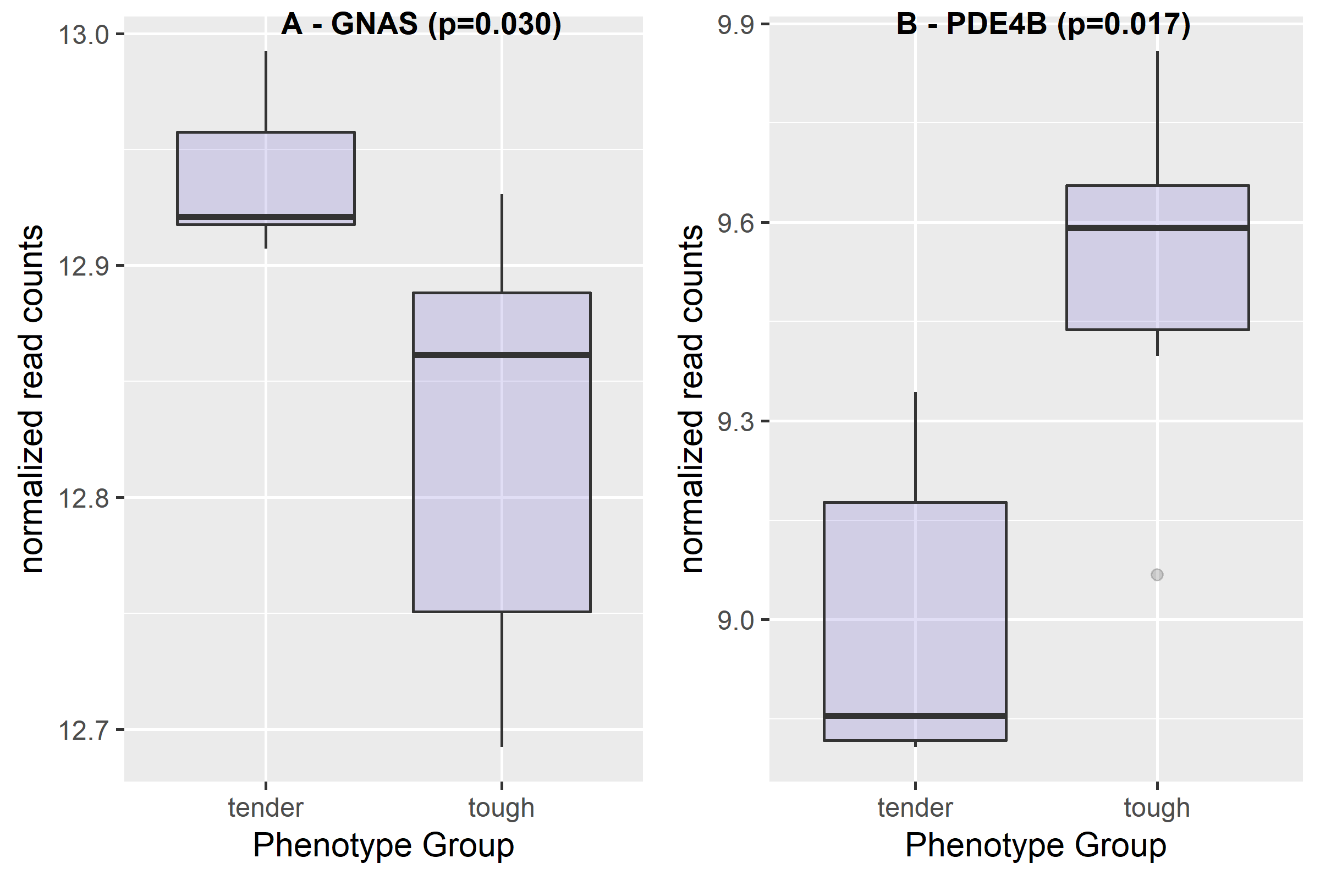

**Figure S6.** Box plot showing the expression (normalized counts) distribution of (A) GNAS gene and (B) PDE4B between the two extremes phenotypes of shear force (tender = lowest shear force, tough = highest shear force breeding values).

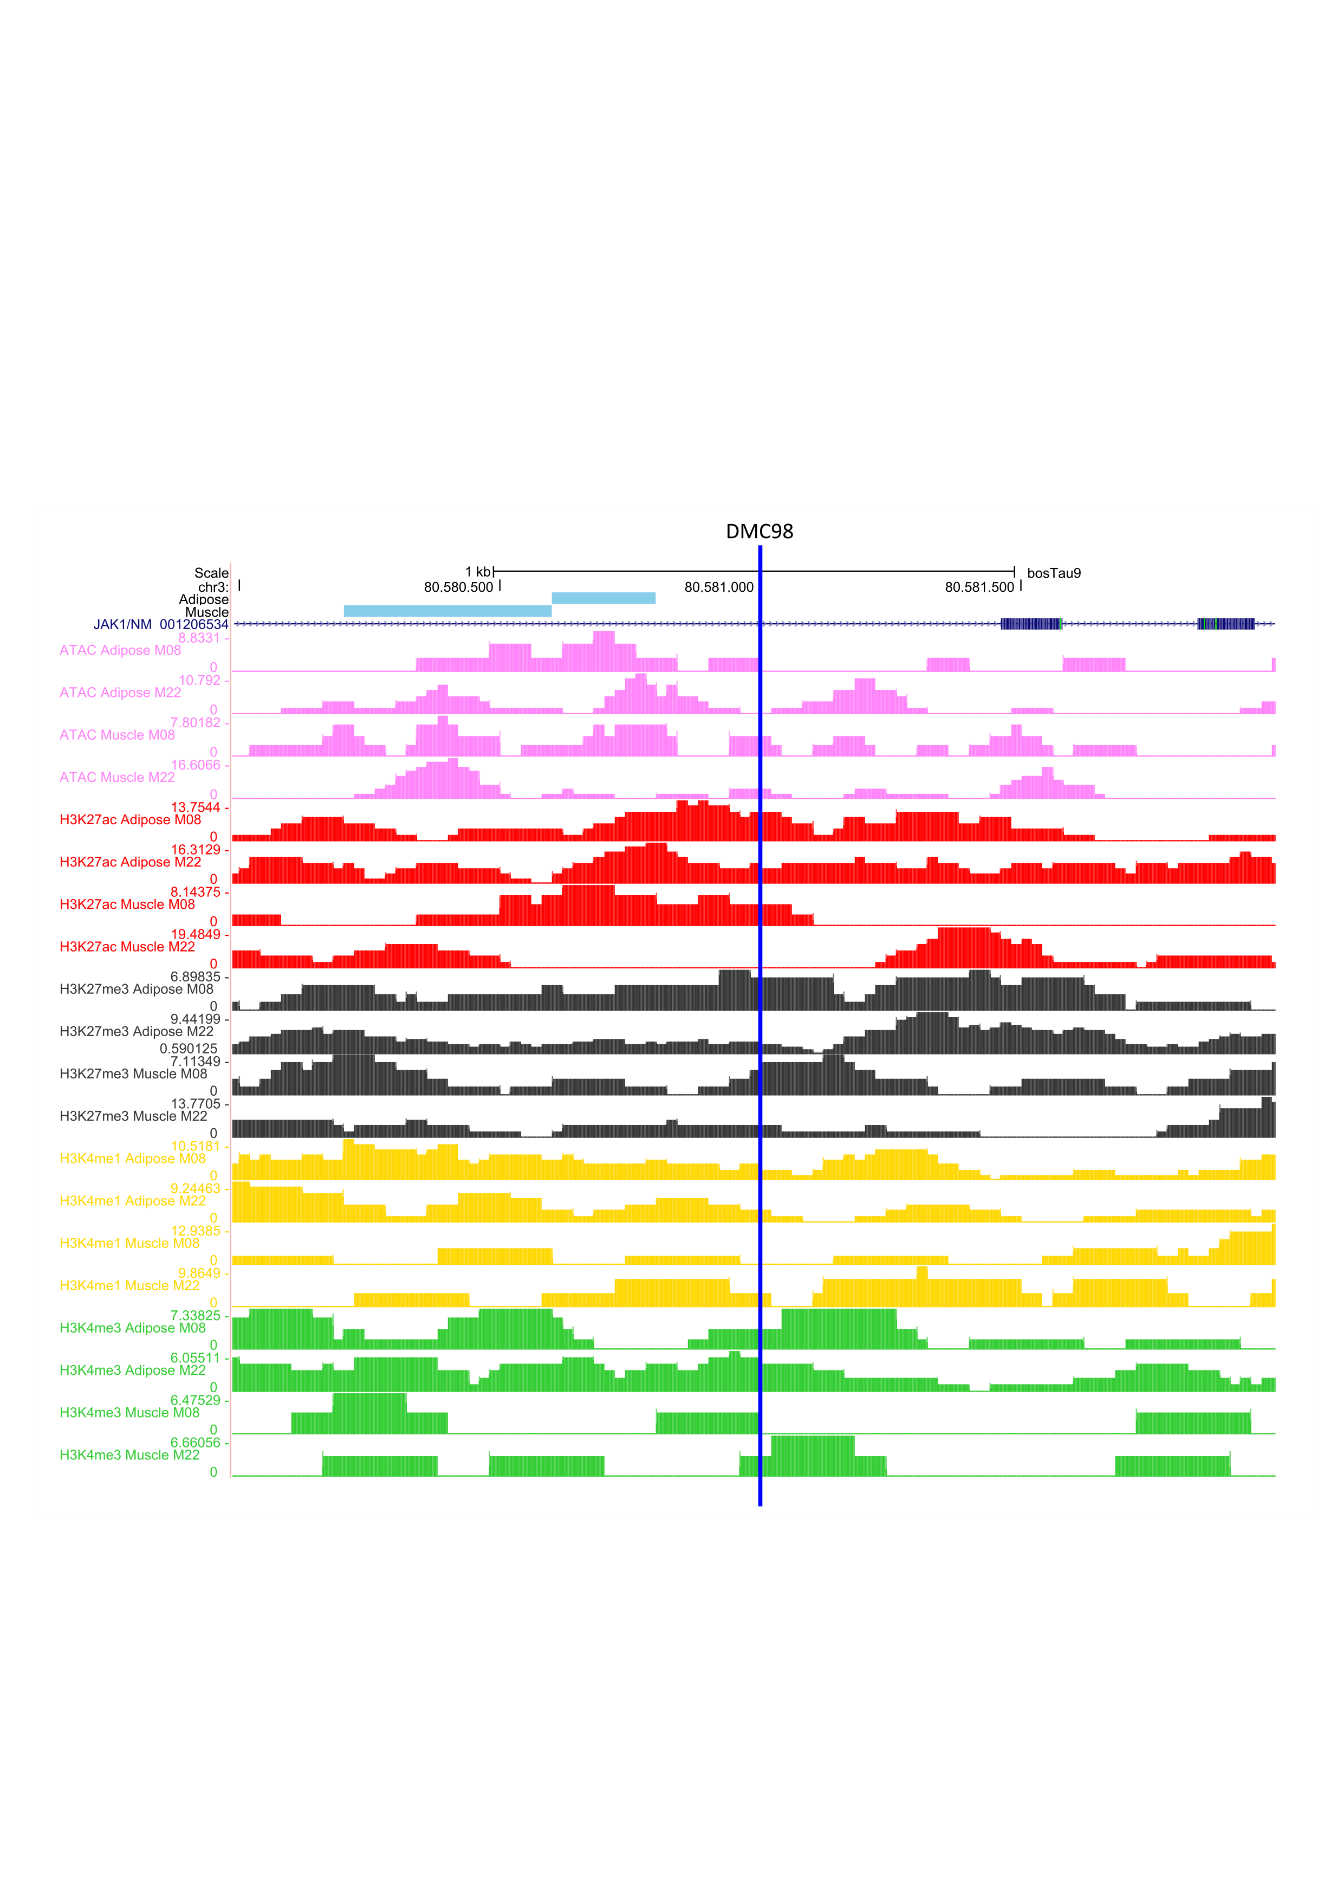

**Figure S7.** Regulatory element features of the region overlapped by the differentially methylated cytosines DMC98, which was correlated with PDE4B expression. DMC98 is located (represented by the vertical blue line) in an intron of JAK1 gene. Low enrichment of histone marks and ATAC peaks suggested that this region was classified as quiescente (#15) in muscle (M) and in adipose in two male Bos taurus (Kern et al., 2021). Pink tracks represent the ATAC peaks. The peaks of histone marks H3K27ac, H3K27me, H3K4me1 and H3K4me3 are represented by the red, black, yellow, and green tracks, respectively. The image was obtained from UCSC Genome Browser and edited by the present authors.

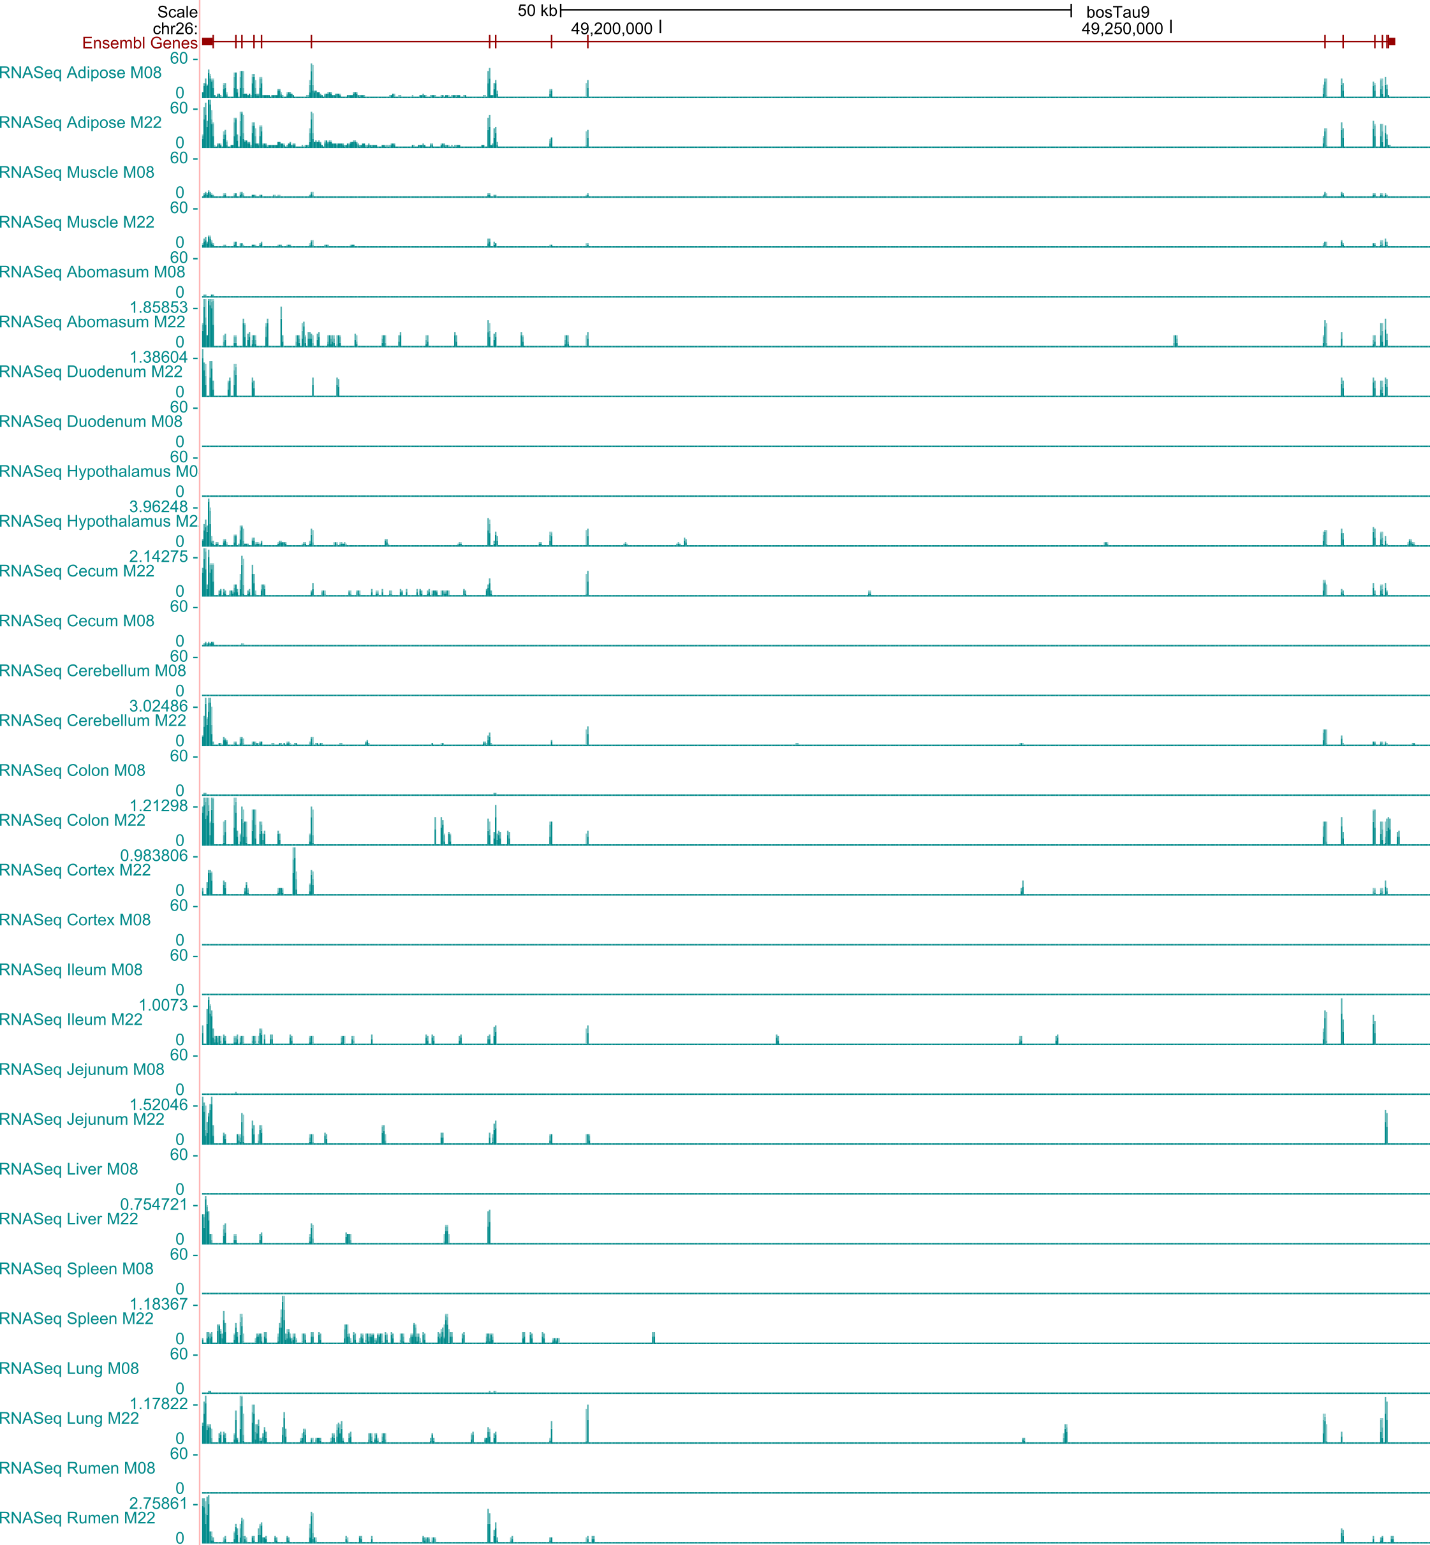

**Figure S8.** EBF3 Expression using RNA-Seq data of 15 tissues obtained from two male Bos taurus. Data available in Kern et al., 2021.

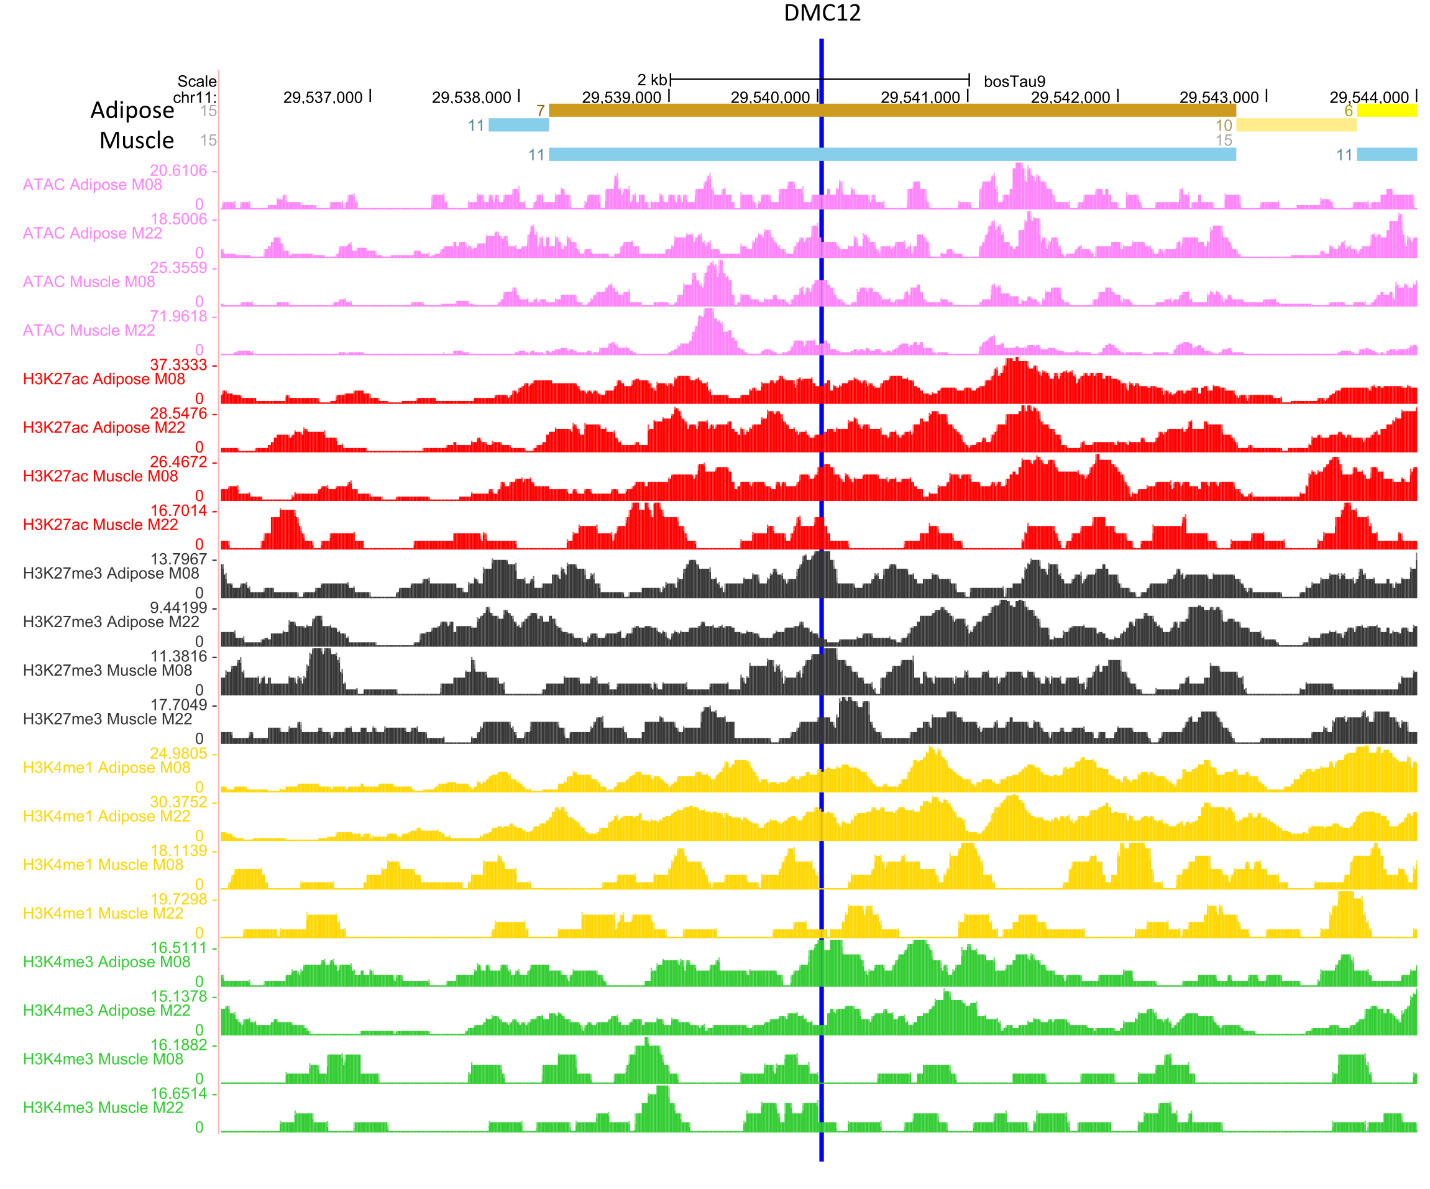

**Figure S9.** Regulatory element features of the region overlapped by the differentially methylated cytosines DMC12, which was correlated with EPCAM expression. DMC12 (represented by the vertical blue line) in an intergenic region and more than 200,000 bp far away from its target EPCAM. Histone marks and ATAC peaks enrichment suggested that this region was classified as ATAC island (represented by the light blue solid horizontal bar #11) in muscle (M) and medium enhancer with ATAC in adipose (A; dark yellow solid horizontal bar #7) in two male Bos taurus (Kern et al., 2021). Pink tracks represent the ATAC peaks. The peaks of histone marks H3K27ac, H3K27me, H3K4me1 and H3K4me3 are represented by the red, black, yellow, and green tracks, respectively. The image was obtained from UCSC Genome Browser and edited by the present authors.

How the deposited data were processed for this re-analysis (not part of the article)

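RRBS of *longissimus thoracis* muscle was used for 12 Nelore animals, 6 in the Tough and 6 in the Tender group, with 1 library per animal. The authors trimmed the reads with Trim Galore 0.4.1, aligned them to ARS-UCD1.2 with Bismark 0.23.0 and processed the calls in methylKit 1.8.1. They kept cytosines with at least 10 reads, removed those above the 99.9th percentile of coverage in each animal, normalized the coverage and kept the 635469 cytosines covered in all 12 animals. For each animal, the deposited table gives the coverage of each cytosine and the reads that called it methylated and unmethylated. Each deposited value is a score and not a read count, because the authors had multiplied the reads by 1 factor per animal (1 to 1.27) and rounded the products. The analysis had been planned for read counts. The planned logistic model was kept, as it is the model that methylKit fits and the paper ran methylKit on scaled coverage, and an alternative on unscaled reads was added after the data had been seen. For it, whole reads were recovered for all 7625628 values, with 0 values left that scaling and rounding did not return exactly.

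The shear force behind the groups is given at 14 days in the paper's text and at 7 days in the sample labels and in the legends of Tables S1, S2 and S9. The animals of each group are the same in both. Each strand of a CpG is a separate cytosine in the table, and no position occurs more than once.

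Percent methylation is methylated reads over all reads. At each CpG, a logistic regression on group was fitted to the methylated and unmethylated reads, with the overdispersion factor of McCullagh and Nelder (not below 1) and a chi-square test of the scaled deviance. The methods do not name the multiple-testing method, so p-values were adjusted by the Benjamini-Hochberg method over all CpGs or all windows tested. A DMC had an adjusted p-value under 0.05 and a difference in pooled methylation, Tender minus Tough, above 25% in either direction. DMRs met the same criteria on reads summed over non-overlapping windows of 100 bp with at least 10 reads in every animal. The model was written in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. An alternative model used limma 3.58.1 on log2 ratios with a pseudocount of 1.

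The tests were tested on simulated data with 20000 CpGs, of which 200 had a difference of 40%. With binomial reads, the chi-square test recovered 200 of the 200, the F-test 195 and limma 199, with 0 false calls each, and 4.93%, 4.44% and 4.96% of unchanged CpGs had an unadjusted p-value under 0.05. With beta-binomial reads, these tests recovered 184, 102 and 168, with 4, 1 and 1 false calls, and 10.9%, 8.15% and 4.82% of unchanged CpGs had an unadjusted p-value under 0.05.

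Single CpGs, windows and means were compared with an exact two-sided permutation test of 6 against 6 animals, whose smallest p-value is 0.00216. At DMCs and DMRs, which were selected on the same animals, this test is not independent evidence. The sites named in the text are every DMC and DMR that the results text, Table 1 or Table S8 names by number, and the 5 DMCs with the smallest p-value in each direction, a rule set before the data were examined. Where the paper relates methylation to expression, values are given first for the 11 animals with RNA sequencing.

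The alternatives were the F-test, no overdispersion correction, Storey q-values, a coverage of at least 20 reads, leaving out CpGs above the 99.9th percentile of coverage, scaling to the same median coverage, unweighted mean differences, merged strands, the bisulfite conversion group of Table S2 (above or below 99.5%) as a covariate, limma, leaving out CpGs with an animal at 5% or less and another at 95% or more, an adjusted p-value under 0.01, a difference above 10%, windows of 200 bp, windows with at least 3 CpGs, Spearman correlation, other weightings of the global mean, and leaving out each animal in turn. Recovered reads, alone or with the F-test, and the classes of CpGs by mean methylation were added after the data had been seen.

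Functional locations and CpG islands of DMCs and DMRs were taken from Tables S4 and S5 and not derived again. Gene expression, regulatory elements, gene enrichment and QTL overlap were not analysed here.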

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

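Leaving out each animal in turn was planned, and no test below was chosen only after the results were seen. Dixon's test was run on 89 groups of 6 animals, at the named sites and for total scaled reads and mean methylation. In 3 of them, all at named sites, an animal's gap to the nearest other was above the 95% limit, and chance gives 4.45.

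Tender 10 had 76.2% at DMC57, and the other Tender animals had 50% to 54.5%. Without Tender 10, the DMC57 methylation difference fell from 26.7% to 23.6%, under the criterion of 25%. The same animal had 47.7% at DMC85, where the other Tender animals had 69.6% to 80.8%. Without it, the DMC85 methylation difference was -22.2% in place of -28.8%. Tough 4 had 82.6% at DMC88, and the other Tough animals had 41.7% to 53.6%. Without Tough 4, the DMC88 methylation difference rose from 32.8% to 37.9%.

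At 1 CpG with few reads, sampling of reads widens the range of a group, and no test here separates it from a difference of the animal itself. No biological explanation was tested for these animals, as nothing in the design sets them apart within their group.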

How the results depend on the processing

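All alternatives were set with the design, except those on reads before the authors' scaling and on CpGs of intermediate methylation, which were chosen after seeing the data. The split counts for all DMCs and for DMCs higher in Tender were chosen only after the results were seen.

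Of the DMC counts, the choice of test moved most. The F-test called 9 DMCs (7 higher in Tender, 2 in Tough), no overdispersion correction 1431 (853 and 578), and limma 0 (0 and 0), with 31178 CpGs at an unadjusted p-value under 0.05 in limma. On simulated overdispersed reads limma recovered 168 of 200 differences. These were differences of 40% among 20000 CpGs. The DMCs called here had medians of 30.5% and -30.4% by direction, among 635469 CpGs. The simulation therefore cannot tell whether limma called 0 DMCs for lack of power. An adjusted p-value under 0.01 left 38 DMCs (22 and 16), a difference above 10% gave 549 (369 and 180), and a coverage of at least 20 reads, with 176982 CpGs tested, 24 (15 and 9). Reads before scaling with the F-test gave 11 (8 and 3). Apart from the fits that left out an animal, each of the other alternatives stayed within 1.5 times the 121 DMCs, from 91 on reads before scaling to 146 with the conversion group as a covariate. Stricter criteria and fewer CpGs account by their construction for some of these shifts. For the choice of test, the share of CpGs with an unadjusted p-value under 0.05 in other splits of the animals, 8.42% on average, is consistent with a chi-square test that calls too many CpGs. For the other shifts, the cause was not tested.

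For DMRs, the F-test called 3 (3 higher in Tender, 0 in Tough, with 11642 windows at an unadjusted p-value under 0.05), no overdispersion correction 266 (172 and 94) and limma 0 (0 and 0, with 9733 such windows). A coverage of at least 20 reads gave 15 DMRs (13 and 2), at least 3 CpGs per window 5 (4 and 1), and the covariate moved the DMRs higher in Tough from 6 to 10. The total with the covariate was 47, and it was 33 with windows of 200 bp and 35 on reads before scaling.

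Leaving out 1 animal at a time gave 128 (without Tough 6) to 196 DMCs (without Tough 1), and 187 without Tender 10. The number higher in Tender lay between 83 (without Tender 8) and 140 (without Tough 1), and the number higher in Tough between 36 (without Tough 6) and 64 (without Tender 10), with 60 without Tender 9, 59 without Tender 12 and 56 without Tough 1. DMRs ranged from 41 (without Tender 11) to 81 (without Tough 1), with 76 without Tender 10 and 66 without Tough 3 and without Tender 9. Of these, 33 (without Tender 11) to 62 (without Tough 1) were higher in Tender, with 55 without Tender 10, and 8 (without Tender 11) to 23 (without Tender 12) in Tough, more than 1.5 times the 6 DMRs in 11 of the 12 fits. Fewer animals gave more DMCs in all 12 fits, and between 66 and 83 of the 121 DMCs were called again in each.

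Correlations between animals were 0.871 to 0.892 by Spearman and 0.955 to 0.972 at CpGs with at least 20 reads. The global methylation difference was 0.245% (without Tough 2) to 0.515% (without Tough 4, exact permutation p = 0.0390), and its exact p-value stayed above 0.05 in the other 11 fits and in the 4 other alternatives. The difference at CpGs of intermediate methylation kept an exact p-value under 0.05 in all 12 such fits, with 0.964% to 1.47%.

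Of the 37 named DMCs called here, 32 lost their call with the F-test, 37 with limma, 20 at an adjusted p-value under 0.01, 5 with the covariate and 10 on reads before scaling. Only some alternatives compute the difference itself anew (coverage scaled to the same median, unweighted means, merged strands, reads before scaling and leaving out each animal), and in these no named DMC changed its direction. Of the 9 named DMRs, 8 lost their call with the F-test, 9 with limma, and 2 each with windows of 200 bp and on reads before scaling. A coverage of at least 20 reads in every animal excluded 26 of the 39 named DMCs and 4 of the 9 DMRs, so depth limits what can be said of single sites.

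The wider promoter was not run, since locations were taken from the paper's tables. No paired analysis was possible because the Tough and Tender animals share no replicate numbers.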

Differences from the paper's values

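None of the values computed with the main settings differed from the paper's by more than 1.5 times. These checks were chosen only after the results were seen.

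The paper's text gives 87 DMCs higher in Tender and its Table S4 lists 86, against 84 here. DMC18 and DMC89, which the paper calls, had adjusted p-values of 0.0510 and 0.0511 here. Of the alternatives set before the data were examined, Storey q-values called both, with 123 DMCs and 86 higher in Tender, as did the test without overdispersion correction and the test with strands merged. DMC89 was also called with coverage scaled to the same median and in the fits without Tough 1 and without Tender 10, and DMC18 in those without Tough 4 and without Tender 9.

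The paper counts DMRs on 21 chromosomes, and the DMRs called here lay on 22, counting X, with 1 more on an unplaced scaffold. Its share of intergenic DMRs is 35.71%, and the locations in its Table S5 give 33.3%.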

Other observations

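Of the tests below, the split counts for all DMCs, for DMCs higher in Tender and for the direction share, and the tests of overdispersion, of the covariate and of the scaling on the DMC count, of polymorphism, of strands and of incomplete conversion were chosen only after the result was seen, as was the comparison with splits of 3 Tender and 3 Tough animals on each side.

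The 12 animals were also divided in other ways into 6 and 6. Of 100 splits, the real one included, 19 gave at least 121 DMCs, 24 at least 42 DMRs, and 85 at least as many DMCs with the F-test. The 99 other splits gave 60 to 157 DMCs (median 102) and 18 to 71 DMRs (median 33). By direction, 5 splits had as many DMCs as the 84 higher in Tender, 74 as many as the 37 higher in Tough, 6 as many DMRs as the 36 higher in Tender and 97 as many as the 6 higher in Tough. In 9 of the other splits, 5 animals of a group stayed together, so these splits are not all unrelated to the groups. Of the 42 with 3 Tender and 3 Tough animals on each side, 10 gave at least as many DMCs as the real split and 9 at least as many DMRs, while 1 had as many DMCs and 2 as many DMRs in their larger direction. The number of DMCs and DMRs is therefore within what such splits give, and the excess higher in Tender is at its edge. Over the other splits, a mean of 8.42% of CpGs had an unadjusted p-value under 0.05 (8.00% to 10.1%), where a test that holds its level gives 5%, and the real split had 8.29%. This is consistent with a chi-square test that takes the estimated overdispersion as known and so calls CpGs without a group difference.

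The share of DMCs in the larger direction was 69.4%, and 6 of the 100 splits had a share as large (50% to 75.2% in the others, median 56.7%). Over the other splits, the share of DMCs higher in the first of the 2 groups, whichever way it pointed, followed that group's overall shift at CpGs of intermediate methylation (Pearson correlation 0.811, Spearman 0.801). The shift of Tender against Tough, 1.26%, was reached by 2 splits, with 1.34% the largest other. A small shift of all such CpGs could thus explain the direction of most DMCs. At these CpGs, 248 had groups without overlap, against 245 by chance, and 19 of the 100 splits had as many (189 to 280 in the others).

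The spike-in conversion separates 5 animals from 7. CpGs methylated at nearly 0% had 0.717% to 0.844% in the former and 1.38% to 1.51% in the latter, a gap of 0.534% (exact permutation p = 0.00253), and mitochondrial CpGs had 0.306% and 0.572% (exact permutation p = 0.0126), which is consistent with incomplete conversion in the 7. Between these groups 202 DMCs were called, and 1 of 100 splits into 5 and 7, this one itself, had as many (66 to 174 in the others). None of them was among the 121 DMCs, and 7 had an unadjusted p-value under 0.05 for Tender against Tough. With the conversion group as a covariate, 146 DMCs were called for Tender against Tough, and 106 of the 121 were among them. This fit calls more CpGs in general, with 62934 at an unadjusted p-value under 0.05 against 52681, so its count alone decides little, and the 106 argue against the conversion group as the source of most DMCs. The shift at CpGs of intermediate methylation was 1.38% with labels permuted within the conversion groups (exact permutation p = 0.0143), and at CpGs below 5%, where incomplete conversion would show, the difference was 0.0883%. Both argue against conversion as its source. A difference between the animals of the groups stays open and untested. On reads before the authors' scaling, 91 DMCs were called, 87 of them among the 121, so the scaling does not account for most of them.

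At 32 DMCs with an overdispersion factor of at least 3, CpGs within 50 bp on the same strand had a median of 0.0376 of the DMC's difference (29 with neighbours), against 0.364 at the 89 others (76 with neighbours; permutation test, p = 3.00e-05). This is consistent with polymorphism of the CpG between animals at most of the former, with DMC65 (0.728), DMC83 (0.669) and DMC123 (0.850) as exceptions named after their values were seen, and the latter ratio argues against it for the others as a set. It stays open at 30 of those 76, whose neighbours had less than 0.25 of the DMC's difference. Leaving out CpGs with an animal at 5% or less and another at 95% or more removed few DMCs, with 116 left. Among DMCs with both strands covered, the opposite strand differed in the DMC's direction by 19.9% to 43.0% at 3 with the higher overdispersion, and by a median of -4.86% (-12.9% to 8.81%) at 9 with the lower. At 2 of these 9 the opposite strand differed in the same direction, by up to 8.81%, and at 7 it did not. Over all CpGs covered on both strands, the median correlation between strands was 0.195 at 3813 CpGs whose animals had an SD above 15%, 0.480 at 892 above 20% and 0.854 at 253 above 25%. The SD of the animals was 15.8% to 19.2% at the 9 DMCs, a spread at which the strands generally differ, so a difference of 1 strand and sampling of its reads both stay open.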
